# Cancer cells dying from ferroptosis impede dendritic cell-mediated anti-tumor immunity

**DOI:** 10.1038/s41467-022-31218-2

**Published:** 2022-06-27

**Authors:** Bartosz Wiernicki, Sophia Maschalidi, Jonathan Pinney, Sandy Adjemian, Tom Vanden Berghe, Kodi S. Ravichandran, Peter Vandenabeele

**Keywords:** Cell death, Tumour immunology, Immunotherapy, Cell death and immune response

## Abstract

Immunogenic cell death significantly contributes to the success of anti-cancer therapies, but immunogenicity of different cell death modalities widely varies. Ferroptosis, a form of cell death that is characterized by iron accumulation and lipid peroxidation, has not yet been fully evaluated from this perspective. Here we present an inducible model of ferroptosis, distinguishing three phases in the process—‘initial’ associated with lipid peroxidation, ‘intermediate’ correlated with ATP release and ‘terminal’ recognized by HMGB1 release and loss of plasma membrane integrity—that serves as tool to study immune cell responses to ferroptotic cancer cells. Co-culturing ferroptotic cancer cells with dendritic cells (DC), reveals that ‘initial’ ferroptotic cells decrease maturation of DC, are poorly engulfed, and dampen antigen cross-presentation. DC loaded with ferroptotic, in contrast to necroptotic, cancer cells fail to protect against tumor growth. Adding ferroptotic cancer cells to immunogenic apoptotic cells dramatically reduces their prophylactic vaccination potential. Our study thus shows that ferroptosis negatively impacts antigen presenting cells and hence the adaptive immune response, which might hinder therapeutic applications of ferroptosis induction.

## Abstract (web summary)

Inducing ferroptosis of tumour cells is a promising therapeutic approach in cancer. Authors show here that on the other hand, cells dying via ferroptosis are less immunogenic than necroptotic cells, they inhibit maturation and antigen cross-presentation of dendritic cells, hence lessen the anti-tumour immune response.

## Introduction

Ferroptosis was coined in 2012^1^ and refers to an iron-dependent type of necrotic cell death, characterized by a disruption of the intracellular redox balance and excessive lipid peroxidation^2^. Molecules that modulate iron metabolism and lipid peroxidation can induce or inhibit ferroptosis, such as glutathione peroxidase 4 (GPX4)^3^, the glutamate/cystine antiporter System X_c_^− 1,^^4^, ferroptosis suppressor protein 1 (FSP1)^5–7^, nuclear factor erythroid 2-related factor 2 (NRF2)^8^, or p53^9–11^. Recently, ferroptosis has emerged as a powerful tool in anti-cancer therapy to bypass chemotherapy resistance^12,13^ and to eliminate metastatic tumors^14^. Furthermore, newly developed ferroptosis inducers have been combined with nanotechnology-based targeting of tumor cells^15,16^.

However, despite the promising therapeutic applications of ferroptosis induction, it remains unclear how ferroptosis interacts with the immune system. Therefore, there is a growing need to understand how this newly discovered form of cell death relates to cancer, including immunotherapy. During the last decade, the concept of immunogenic cell death (ICD) of cancer cells has emerged as a type of cellular demise that results in mounting a cytotoxic T-cell (CTL) response targeting cancer cells and contributing to tumor eradication. Induction of immunogenic cell death is a resultant of three components in the interaction between cancer cells and the immune system, namely, delivery, processing, and presentation of tumor-associated antigens (TAA) on the surface of dendritic cells (DC), the release of damage-associated molecular patterns (DAMP) propagating adjuvanticity, and chemokine, cytokine, and interferon-driven immune stimulation^17^.

To evaluate the role of ferroptosis in inducing ICD, we examine the capacity of ferroptotic cells to modulate the specific anti-tumor response using several settings of prophylactic and therapeutic vaccination in vivo, at the level of maturation and phagocytosis by DC, and DC’s ability to cross-present antigens and activate antigen-specific T cells. Our results provide insight into how ferroptosis, despite its ability to overcome cancer cell death resistance, may interfere with existing cancer (immuno)therapies.

## Results

### Ferroptotic, in contrast to apoptotic and necrotic, cancer cells completely fail to elicit immune protection despite the release of DAMP and cytokines

Prophylactic cancer vaccination models are a powerful approach to test the immunogenicity of a particular cell death modality^18^. To this end dying tumor cells are initially administered on one flank, and protection against tumorigenesis is tested by subsequent subcutaneous injection of live cancer cells on the other flank (Fig. 1a). Treatment of fibrosarcoma MCA205 cells with ML162, a class II ferroptosis inducer that directly inhibit GPX4^19^, leads to ferroptosis characterized by increased levels of lipid peroxidation. This cell death is inhibited by the iron chelator Deferoxamine (DFO) and the lipid peroxidation inhibitor Ferrostatin-1 (Fer1), but not by apoptosis (zVAD-fmk) and necroptosis (Necrostatin 1s, Nec1s) inhibitors (Supplementary Fig. 1a–c). Prophylactic vaccination with ML162-killed ferroptotic MCA205 cancer cells (Supplementary Fig. 1d) does not protect against a subsequent challenge with live tumor cells, in contrast to previously described vaccination with MCA205 cancer killed by immunogenic apoptosis^20^ (Fig. 1a). No difference in the tumor growth rate is observed among the animals that succumbed to the challenge regardless of the vaccination (Supplementary Fig. 1e).

**Fig. 1:**
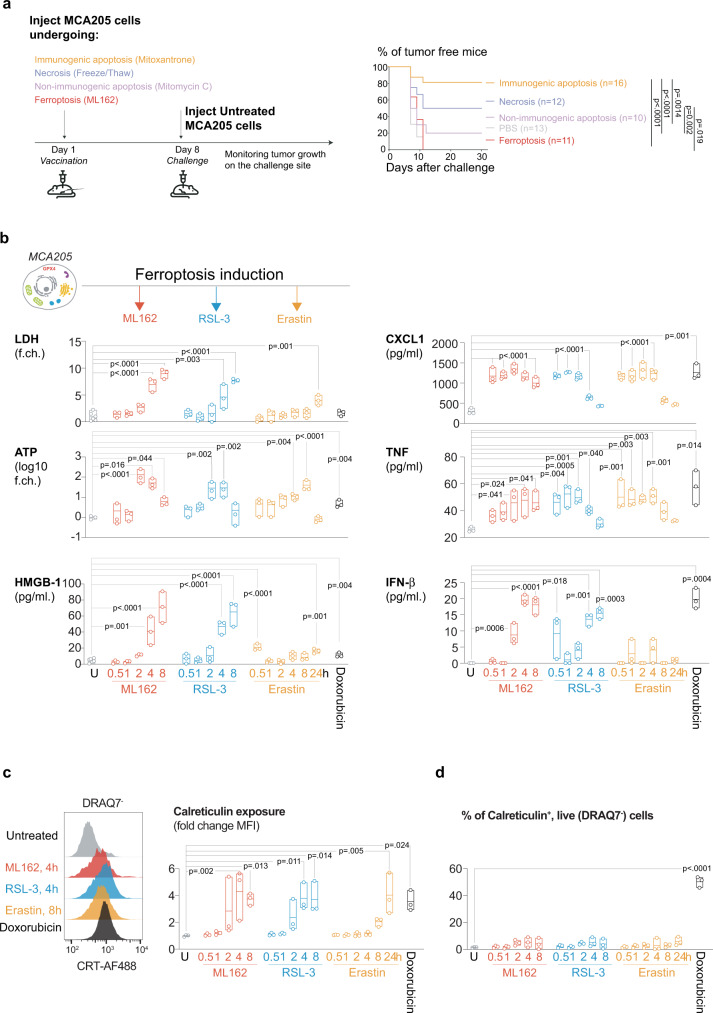
Ferroptosis does not induce immunological protection against cancer cells despite the release of DAMP. **a** Prophylactic vaccination model with MCA205 cells was used to assess the immunogenic potential of ferroptosis (ML162, 0.5 µM, 14 h) via their ability to induce protection against cancer tumor growth. Immunogenic (Mitoxantrone, 1 µM, 24 h) and non-immunogenic (Mitomycin C, 30 µM, 24 h) apoptosis, as well as accidental necrosis (Freeze/thaw, three cycles) conditions, were used as controls. Kaplan–Meier curves represent the % of tumor-free mice after the challenge with live cancer cells. Data from *n* = 3 independent experiments was analyzed by Kaplan–Meier simple survival analysis. **b** DAMP release from MCA205 cells stimulated with three inducers of ferroptosis: ML162 (0.5 µM), RSL-3 (0.5 µM) and Erastin (2.0 µM) as well as doxorubicin (1 µM, 24 h). Release of LDH, ATP, HMGB1 as well as cytokines CXCL1, TNF and IFN-β was analyzed at different time points after cell death induction. Data from *n* = 3 biologically independent samples are presented as floating bars with bounds showing the range and the center showing the mean. Data analyzed by one-way ANOVA with Dunnett’s post-hoc tests for each ferroptosis stimuli separately and two-sided t-test for doxorubicin treatment comparing the values to the untreated sample. **c** Analysis of calreticulin exposure on the surface of ferroptotic cells, ML162 (0.5 µM), RSL-3 (0.5 µM) and Erastin (2.0 µM). Treatment with doxorubicin (1 µM, 24 h) served as a positive control. Histograms represent the fluorescence intensity detected in non-permeabilized cells. Bounds of the bars show the range, and the center shows the mean of fold change in fluorescence intensity generated by comparing the MFI of treated cells to MFI of untreated cells. Data were generated from n = 3 biologically independent samples. One-way ANOVA, with Dunnett’s post-hoc test for each ferroptosis stimuli and two-sided t-test for doxorubicin treatment comparing the obtained values to the untreated sample **d**. The % of live cells exposing calreticulin during cell death. Data presented as range (box bounds) and mean (center) of n = 3 independent experiments. One-way ANOVA with Dunnett’s post-hoc test for each ferroptosis stimuli and the t-test for the doxorubicin treatment in comparison to the untreated sample.

The immunogenicity of dying cancer cells depends on the release of DAMP, chemokines, cytokines, and type I interferons (IFN)^17,21^. Analysis of supernatants from MCA205 cancer cells stimulated with ML162 and two other ferroptosis inducers, RSL-3 (class II) and Erastin^22^ (class I, relying on the blockage of the cystine–glutamate antiporter system X_c_^−^) (Supplementary Fig. 1a–c) reveal the presence of DAMP including ATP and HMGB1 as well as cytokines including CXCL1, TNF, and IFN-β (Fig. 1b, Supplementary Fig. 2a). The release of ATP already occurs before cell membrane permeabilization, while HMGB1 detection is revealed concomitantly with plasma membrane rupture (Supplementary Fig. 1f). Exposure of calreticulin, an endoplasmic reticulum protein that is translocated to the plasma membrane surface and facilitates phagocytosis in ICD^20,23^, can be detected for ML162, RSL-3 and Erastin. These induce eventually similar maximal CRT levels per cell as those observed during immunogenic apoptosis by doxorubicin (Fig. 1c, Supplementary Fig. 2b, c). However, contrary to doxorubicin treatment, calreticulin exposure in ferroptosis occurs in small population of non-permeabilized cells at the later stages when the majority of cells are already dead and does not reach statistical significance compared to the untreated cells (Fig. 1d, Supplementary Fig. 2c). Altogether, these data show that ferroptosis death despite the release and exposure of immunogenic cell death-related DAMP and cytokines is not an immunogenic type of cell death.

### Synchronizing ferroptosis induction allows the distinction of three non-immunogenic phases

Because we observed the release of ATP, CXCL1, and IFN-β already at the early stages of cell death, we decided to perform a prophylactic vaccination assay using partially killed MCA205 cells. Like previously reported^24^, a timely treatment of MCA205 cells with GPX4 inhibitor for 6 h does not result in complete cell death. Indeed, the prophylactic vaccination with these incompletely induced ferroptotic cells resulted in tumor growth at the vaccination site (Supplementary Fig. 3a) making the interpretation of the vaccination data problematic, according to the gold standard of prophylactic cancer vaccination^18^. The addition of live cells during prophylactic vaccination and the consecutive tumor growth may lead to the development of immunogenicity against the challenge through so-called concomitant immunity^25^. The phenomenon has been described in melanoma tumors^26^ and occurs also in MCA205 model (Supplementary Fig. 3b, c). To overcome this issue and to better delineate the kinetics of the immunomodulatory factors released by ferroptotic cells, we designed an inducible model of ferroptosis via doxycycline (dox)-inducible knockdown of GPX4 (denoted iGPX4KD) (Fig. 2a). Administration of doxycycline induced cell death in iGPX4KD cells within 48–72 h that was completely rescued by Fer1 (Supplementary Fig. 4a–c). After washing out the Fer1 inhibitor following doxycycline induction (Fig. 2b) synchronized cell death reached nearly 100% at 8 h (Fig. 2c, Supplementary Movie 1, Supplementary Movie 2). The analysis of synchronized cell death in iGPX4KD cells revealed that ferroptosis starts with a strong increase in lipid ROS at the plasma membrane and cytosolic ROS production (coined “initial ferroptosis”, 1–2 h), followed next by rounding of the cells and release of ATP and exposure of calreticulin (“intermediate ferroptosis”, 3–4 h) and eventually ending in plasma membrane permeabilization coinciding with the release of LDH, HMGB1, cytokines, chemokines and IFN (“terminal ferroptosis”, 5–8 h) (Fig. 2c). The observed cell death induction is not associated with NF-κB activation (Supplementary Fig. 4d) suggesting that the production of cytokines during cell death occurs through another signaling cascade. Similar to drug-induced ferroptosis, the exposure of calreticulin occurs in a subpopulation of cells only shortly before their permeabilization and can be associated with reaching late intermediate/terminal stage of ferroptosis (Fig. 2d, e). A point of no return in iGPX4KD cells was determined at 2 h following induction and removal of Fer1. At this time point, re-adding Fer1 does not prevent further progression to complete cell death (Fig. 2f), while re-adding Fer1 at 1 h following synchronized ferroptosis induction results in complete viability rescue.

**Fig. 2:**
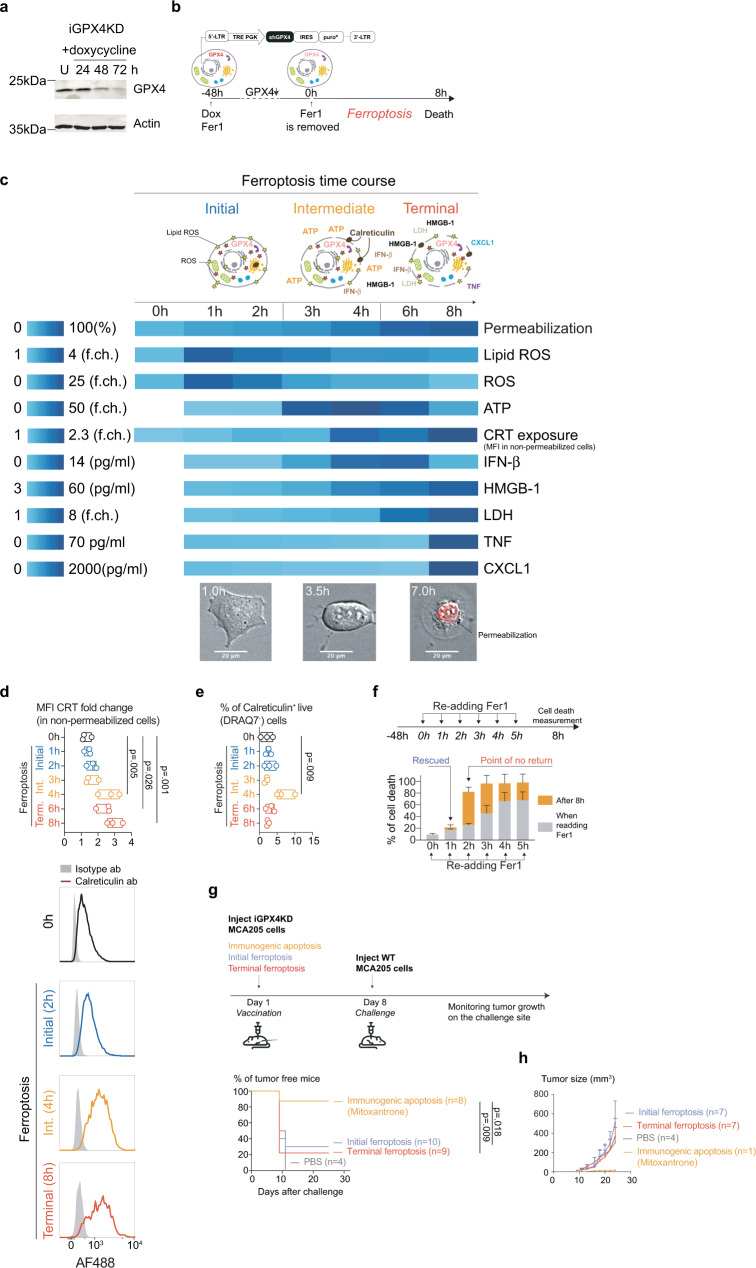
Ferroptotic cells are not immunogenic regardless of the stage of cell death. **a** Induction of GPX4 knockdown by doxycycline administration (1 µg/ml) in iGPX4KD MCA205 cell line measured by western blotting. One of two independent experiments is presented. **b** Scheme of ferroptosis induction in iGPX4KD cells. **c** Analysis of lipid ROS, cytosolic ROS accumulation in the cells, levels of calreticulin on the surface of dying, non-permeabilized cells, and ATP, HMGB1, LDH, IFN-β, TNFα, and CXCL release from cells during ferroptosis. Three stages of ferroptosis can be distinguished: initial ferroptosis where cells experience accumulation of lipid ROS; intermediate ferroptosis involving partial permeabilization and release of ATP and exposure of calreticulin, and terminal ferroptosis with complete permeabilization and release of LDH, HMGB1, and cytokines. Data obtained from *n* = 3 independent samples are presented as mean. Microscopy pictures represent one of *n* = 2 independent live cells imaging experiments. **d** The analysis of calreticulin exposure during ferroptosis. Data generated from *n* = 3 biologically independent samples are presented as floating bars with bounds as the range and center as median of the relative MFI prior to membrane permeabilization; histograms represent the shift of calreticulin fluorescence in non-permeabilized cells. One-way ANOVA with Dunnett’s post-hoc test in comparison to the ‘0 h’ sample. **e** The % of live cells exposing calreticulin during the process of ferroptotic cell death. Data generated from *n* = 3 biologically independent samples are presented as floating bars with bounds as the range and center as median of CRT^+^ cells. One-way ANOVA with Dunnett’s post-hoc test in comparison to the ‘0 h’ sample. **f** Establishing the point of no return for ferroptosis in iGPX4KD cells. Re-adding ferroptosis inhibitor Fer1 2 h or later after cell death induction does not rescue cells from dying. Data presented as mean ± SEM from *n* = 3 independent experiments. **g** Prophylactic vaccination model using iGPX4KD cells at the initial and terminal stage of cell death. Mitoxantrone-treated (1 μM, 24 h) iGPX4KD cells undergoing immunogenic apoptosis served as a positive control. Kaplan–Meier curves represent the effectiveness of dying iGPX4KD cells in preventing tumor growth on the challenge site. The experiment was performed *n* = 2 and analyzed by Kaplan–Meier simple survival analysis. **h** The tumor growth on the challenge site in prophylactic vaccination model. Only data presented as mean ± SEM from animals that developed the tumor is shown.

Having defined “initial” and “terminal ferroptosis” as well as the time point when cells are still viable, but ferroptosis is inevitable, we could use these conditions in a prophylactic vaccination experiment without the risk of tumor growth on the vaccination site. Prophylactic vaccination with neither initial nor terminal ferroptosis elicited a protective response against a challenge with living tumor cells underlining the absence of immunogenicity of ferroptotic cancer cells following prophylactic vaccination (Fig. 2g). Tumors originating from the challenge had a similar dynamic of growth regardless of the stage of cell death during vaccination (Fig. 2h). Our data demonstrate that both initial and terminal ferroptotic cancer cells are unable to generate anti-cancer protection following prophylactic vaccination, despite the release of DAMP, cytokines, chemokines, and IFN.

### Initial ferroptotic cancer cells reduce DC maturation and are not engulfed

To unravel how ferroptotic cancer cells—despite releasing DAMP, cytokines, chemokines and IFN—are not immunogenic, we performed a set of experiments to study the interaction between ferroptotic dying cancer cells and DC. This interplay is crucial for ICD induction^18^ and involves phagocytosis of dead cancer cell corpses by DC as well as maturation and cytokine production required for clonal expansion of TAA-specific cytotoxic T cells. Co-incubation of bone marrow-derived dendritic cells (BMDC) with ML162, RSL-3 and Erastin-induced ferroptotic cancer cells cause increased exposure of CD86, CD40, and MHCII^high^ (Supplementary Fig. 5a) indicative for strong DC maturation. Further experiments relying on the synchronized iGPX4KD model of ferroptosis revealed how each stage of the ferroptosis process impacted the maturation of BMDC (Fig. 3a). We found that co-incubation with the initial stage of ferroptotic cancer cells negatively impacts the level of BMDC maturation. In contrast, when dendritic cells are co-incubated with ferroptotic cancer cells at the intermediate and late stage, they mature to a much greater extent as revealed by increased expression levels of CD86, CD40, and MHCII^high^, while the expression of PD-L1 decreased (Fig. 3b). Interestingly, BMDC exposed to synchronized ferroptotic cancer cells (early, intermediate, late) in contrast to UVB-treated apoptotic cells did not produce substantial amounts of cytokines related to inflammation (IL-6, IL-12, TNF, IFN-β) and adaptive immune response (IL-10, IFN-γ) (Fig. 3c). Similar results were obtained with chemically induced ferroptosis (ML162, RSL-3, Erastin) except for IL-6 induction by ML162-killed cells (Supplementary Fig. 5b) suggesting a non-specific effect of the ML162 drug in this context. Altogether, these data reveal the inherent inability of the ferroptotic cancer cells to elicit profound cytokine and interferon production in BMDC in contrast to the same UVB-treated cancer cells, as a prototype of apoptotic ICD (Fig. 3c).

**Fig. 3:**
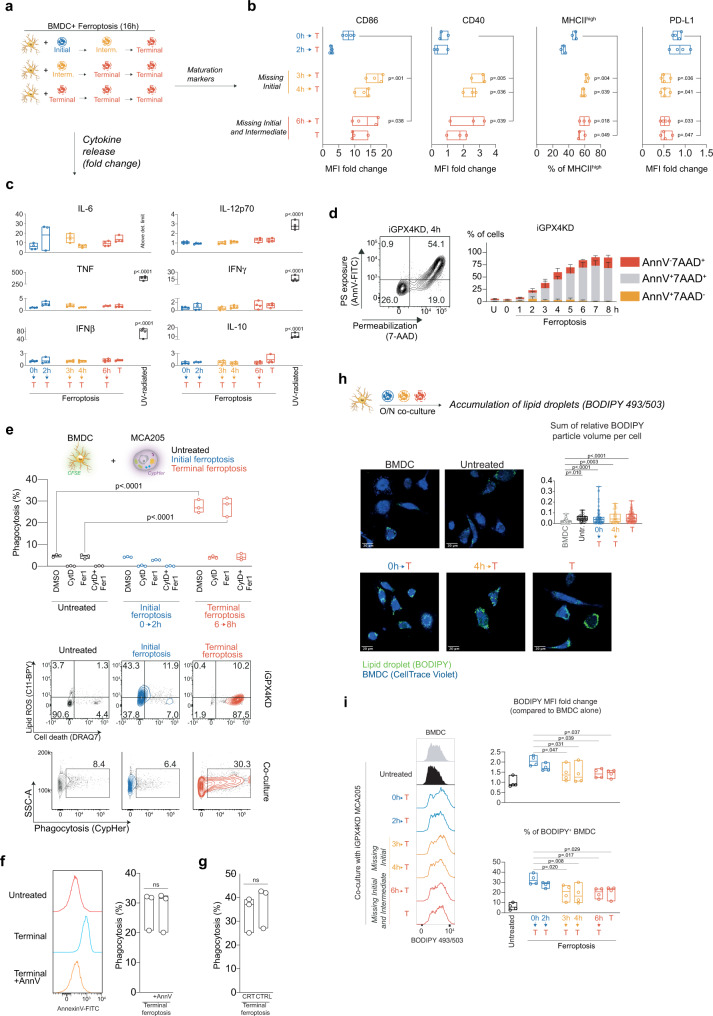
Initial ferroptosis impairs the maturation of dendritic cells. **a** MCA205 cells with depleted levels of GPX4 and doomed for ferroptosis were co-incubated with dendritic cells for 16 h. To address the role of each ferroptosis stage on the dendritic cell maturation, iGPX4KD cells at different stages of cell death were used. In all conditions iGPX4KD cells reached terminal stage during the co-culture. **b** The analysis of the maturation of dendritic cells incubated with ferroptotic cells. The levels of CD86, CD40, PD-L1 and percentage of dendritic cell population expressing high levels of MHCII was assessed by flow cytometry measurements. Data from *n* = 3 independent samples for CD40 and MHCII measurement and *n* = 4 independent samples for CD86 and PD-L1. Data are presented as floating bar plots with box bounds representing the range and center showing the median of obtained measurements. One-way ANOVA, with Dunnett’s post-hoc test analyzing comparison to ‘0 h’ sample. **c** The analysis of cytokine production from the dendritic cells incubated with ferroptotic cells. Data from *n* = 4 independent biological replicates and presented as floating bars with bar limits showing the range and the center describing the median. One-way ANOVA, with Dunnett’s post-hoc comparing results from the co-cultures to the untreated bone marrow-derived dendritic cells (BMDC). **d** The analysis of phosphatidylserine exposure on the surface of the ferroptotic cells at different stages of cell death. Representative contour plot of flow cytometry analysis using Annexin V and 7-AAD. Bar graphs show the mean ± SEM of *n* = 3 independent experiments. **e** The level of phagocytosis of untreated and undergoing the initial or terminal ferroptosis. CypHer-labeled MCA205 cells were incubated with CFSE-labeled bone marrow-derived dendritic cells (BMDC) for 2 h. Afterwards the phagocytosis was determined by the detection of CypHer fluorescence in CFSE-stained BMDC. Cytochalasin D and Fer1 were used as inhibitors of phagocytosis and lipid peroxidation respectively. Data from *n* = 3 independent biological samples and is presented as floating bars with bounds representing the range and the center showing the median of % of phagocytic BMDC. Two-way ANOVA with Dunnett’s post-hoc test shows the comparison to the untreated condition with the same inhibitor. Contour plots represent the stages of cell death (upper panel) and the gating strategy for phagocytosis detection. **f** The analysis of the dendritic cells phagocytosis of the terminal ferroptotic cells with and without PS blockage by Annexin V. Data presented as median and range and come from *n* = 3 biological replicates, two-sided t-test, ns—not significant. **g** The analysis of dendritic cells phagocytosis of terminal ferroptotic cells with blocked calreticulin. Data presented as floating bars with bounds representing the range and the center showing the median of *n* = 3 biological replicates, two-sided t-test, ns—not significant. **h** The microscopy analysis of lipid droplets accumulation using BODIPY 493/503 nm probe. Bone marrow-derived dendritic cells (BMDC) were incubated with iGPX4KD cells at different stages of cell death O/N. Afterwards, cells were fixed and visualized on confocal microscope. Box plot shows the analysis of the relative volume of detected lipid droplets in the BMDC for each condition and is presented as a box showing median (center line), 25th and 75th percentile (box bounds) and range of the observed results (whiskers) from *n* = 3 independent experiments, where each dot represents one cell in the analyzed images. One-way ANOVA with Dunnett’s post-hoc test analyzing the comparison to the untreated BMDC. **i** The flow cytometry analysis of BODIPY 493/503 nm accumulation in the BMDC after the incubation with untreated or ferroptotic iGPX4KD cells. Data presented as floating bar plots with bounds representing the range and the center showing the median of values generated from *n* = 4 independent experiments. One-way ANOVA with Dunnett’s post-hoc test analyzing the comparison of ferroptosis conditions to ‘0 h’ condition.

Unlike apoptosis^27,28^ or necroptosis^29,30^, ferroptosis does not evoke the exposure of phosphatidylserine at the outer leaflet of the plasma membrane prior to cell membrane permeabilization, serving as an “eat me” signal during efferocytosis by phagocytes (Fig. 3d, Supplementary Fig. 6a). While the products of LPO in the membrane have been suggested as ligands for DC in the so-called lipid whisker model during recognition and phagocytosis by CD36^31,32^, incubation of BMDC with synchronized iGPX4KD cells at the initial and terminal stage of ferroptosis results in the engulfment only of the latter stage (Fig. 3e), similarly to chemically induced ferroptotic cells (Supplementary Fig. 6b). Using macrophages as phagocytes confirmed the delay in uptake of ferroptotic cells (Supplementary Fig. 6c). Note, that the observed phagocytosis is independent of PS (Fig. 3f) unlike the uptake of apoptotic cells^28^ (Supplementary Fig. 6d) and is also not CRT-dependent (Fig. 3g). The accumulation of lipid droplets has been associated with impaired functionality of dendritic cells in terms of their antigen cross-presentation capabilities^33^. The analysis of BODIPY 493/503 probe fluorescence intensity in the dendritic cells incubated with MCA205 cells showed that co-culture with ferroptotic cancer cells increases the levels of lipid droplets in BMDC (Fig. 3h). Further experiments using flow cytometry confirmed that incubation with ferroptotic cells increases BODIPY 493/503 fluorescence in BMDC and the exposure to the initial ferroptosis is the most significant (Fig. 3i). The analysis of dendritic cells co-cultured with MCA205 killed by drug-induced ferroptosis, apoptosis or by accidental necrosis showed that exposure to ferroptotic corpses causes stronger lipid droplet accumulation in BMDC than apoptotic cells but is on the same level as accidental necrosis cells (Supplementary Fig. 5c).

### Engulfment of ferroptotic cells by DC suppresses the expression of genes associated with adaptive immune response

To further explore the effect of ferroptotic cancer cells on dendritic cells, we performed transcriptomic analysis of BMDC engulfing ferroptotic corpses. Fluorescently labeled human ferroptotic Jurkat cells killed by ML162 were co-cultured with mouse BMDC for 4 h. Sorted BMDC with ferroptotic cargo (BMDC-*fer*) were subjected to murine transcriptome analysis using untreated BMDC as a control (Fig. 4a). 

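BMDC are dendritic cells grown from mouse bone marrow in GM-CSF, here at 20 ng/ml. Jurkat is an established human T-cell leukemia line, and ML162 is a compound that triggers ferroptosis. The paper's methods give 0.5 µM ML162 for 14 h for the Jurkat cells, followed by 4 h of co-culture. The paper places the use of the BMDC at day 9 to 10 of culture, and the sample labels give 10 days. There were 4 libraries of sorted BMDC-fer and 4 of untreated BMDC. The authors mapped the reads with HISAT2, counted them on genes with featureCounts, and deposited the mouse counts without normalization. Total counts were 39596237, 42392727, 43857930 and 42097594 in BMDC replicates 1 to 4, and 50532209, 42443772, 43231058 and 39326672 in BMDC-fer replicates 1 to 4. A floor of 3 counts corresponds to between 0.0594 and 0.0763 CPM (counts relative to library size), and it covers counting error only, since reads without molecular identifiers are not independent molecules. From the 55487 genes in the table, 15411 passed edgeR's filter on low counts and were tested, after TMM normalization, with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called at an adjusted p of 0.05 or less and an absolute log2 fold change of 0.58 or more, the thresholds of the paper's methods. In both groups, replicates 1 and 2 lay apart from replicates 3 and 4. The first principal component of log2 CPM held 39.9% of the variance and parted the BMDC from the BMDC-fer libraries as well. The second held 38.4%. Deviations from the group means correlated across genes with a mean r of 0.363 between same-numbered BMDC and BMDC-fer libraries, of 0.298 between differently numbered libraries of the same replicate pair, and of -0.331 between libraries of different replicate pairs. Genes are not independent replicates, so no p is given for these correlations. Because of this pairing, many results are given both without and with the replicate number as a block, and many also within each replicate pair. The replicate pairs were defined after the data were seen. Tests within or between them use the spread of libraries that lie close together, so they speak of these cultures.

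**Figure D1:**
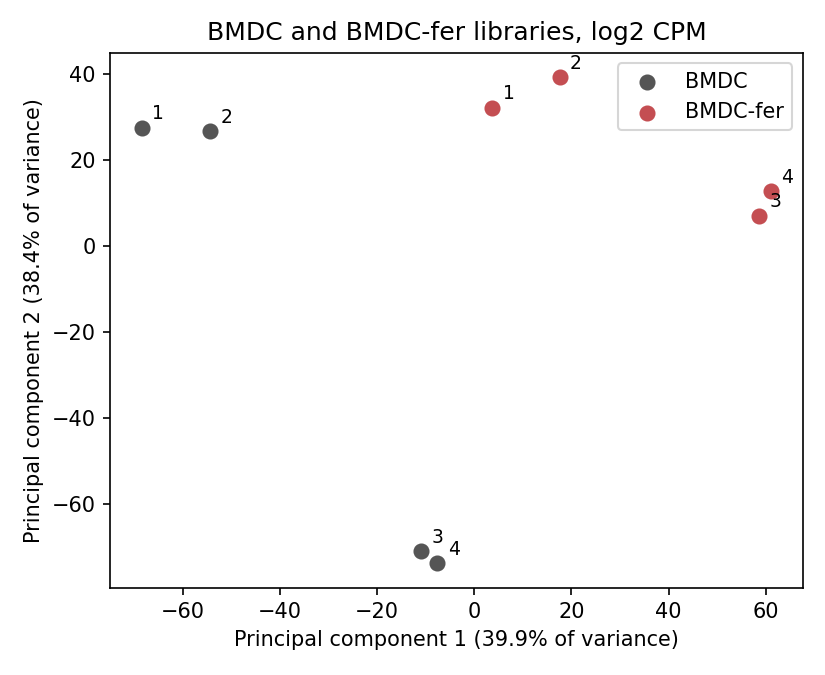
Principal components of log2 CPM over the 15411 tested genes, with 1 point per library, colored by group and numbered by replicate. Component 1 (39.9% of variance) and component 2 (38.4%) part replicates 1 and 2 from replicates 3 and 4 within each group. Component 1 also parts the groups, with BMDC from -68.4 to -7.57 and BMDC-fer from 3.78 to 61.1.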

Among the differentially regulated genes (Fig. 4a), we found those directly impacting DC function in generating adaptive immune response (Fig. 4b). 

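Between BMDC-fer and BMDC, 1445 of the 15411 tested genes were called, 534 induced and 911 repressed (n = 4 libraries per group, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block, 2000 genes were called, 747 induced and 1253 repressed, and 1286 of the 1445 genes were called in the same direction. Over the alternatives the number lay between 225, in a test against the fold change threshold itself, and 2860, with DESeq2 and the replicate block, a setting chosen after the data were seen. Over all tested genes, 1385 were called in both replicate pairs with the same direction and 249 with opposite directions, and the log2 fold changes of the pairs had a Spearman correlation across genes of 0.316. Of the 1445 genes, 964 were called in both pairs, and the size of the effect differed between the pairs for 426 (interaction term, adjusted p of 0.05 or less). In 3531 tested genes the libraries of one group all lay above those of the other, which is 22.9% of the tested genes, where chance gives 2.86% for 4 against 4.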

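Rel, which encodes c-Rel, lies on chromosome 11 from 23736847 to 23770970 in the GENCODE M21 annotation of GRCm38 (the paper's text does not name the authors' build). Its normalized expression was 186 ± 99.5 CPM (SD, n = 4) in BMDC and 44.6 ± 13.1 CPM (SD, n = 4) in BMDC-fer. The log2 fold change was -2.06 (standard error 0.40, adjusted p = 0.0160 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate block the edgeR adjusted p was 0.0428, within 1.16e-05 to 0.0680 over the alternatives (Benjamini-Hochberg adjustment). The effect on Rel was smaller in replicates 1 and 2 (log2 fold change -0.87) than in replicates 3 and 4 (-2.97), a difference with an adjusted p of 9.47e-05 in edgeR's interaction test with Benjamini-Hochberg adjustment. Nfkb1 was 182 ± 28.4 CPM in BMDC and 113 ± 27.2 CPM in BMDC-fer (SD, n = 4 each), a log2 fold change of -0.69 (standard error 0.19, edgeR adjusted p = 0.0470 with Benjamini-Hochberg adjustment). With the replicate block the edgeR adjusted p of Nfkb1 (Benjamini-Hochberg) was 0.00923, within 3.85e-06 to 0.127 over the alternatives. Nfkb1 lost its call in 7 of the 8 fits that left out 1 library, and its effects in the replicate pairs were -0.60 and -0.82. Relb was not called. It was 76.3 ± 9.74 CPM in BMDC and 38.5 ± 19.2 CPM in BMDC-fer (SD, n = 4 each), with a log2 fold change of -0.99 (edgeR adjusted p = 0.0792, and 0.0657 with the replicate block, Benjamini-Hochberg adjustment). Every BMDC-fer library lay below every BMDC library for Relb (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow), and the fall was -0.37 in replicates 1 and 2 and -1.85 in replicates 3 and 4. DESeq2 called Relb (adjusted p = 0.0327, within 0.00324 to 0.174 over the alternatives).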

We observed downregulation of members of the NF-κB family, specifically *RelB*, *c-Rel* and *NFKB1* possibly explaining the low levels of cytokine production in BMDC exposed to ferroptotic cells. We also observed downregulation of the *Jak2*, *Stat4* signaling molecules, which may affect the autocrine effect of IL-12 during DC priming^34^. 

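Jak2 lies on chromosome 19 from 29251828 to 29313080 and Stat4 on chromosome 1 from 51987148 to 52107189 (GENCODE M21, GRCm38). Jak2 expression was 407 ± 40.2 CPM (SD, n = 4) in BMDC and 99.7 ± 29.5 CPM (SD, n = 4) in BMDC-fer, a log2 fold change of -2.03 (standard error 0.20, adjusted p = 0.00207 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00384 with the replicate block). Stat4 was 6.92 ± 0.874 CPM in BMDC and 0.693 ± 0.303 CPM in BMDC-fer (SD, n = 4 each), a log2 fold change of -3.31 (standard error 0.33, edgeR adjusted p = 0.00207 with Benjamini-Hochberg adjustment, and 0.00511 with the replicate block). Both genes kept the call whichever library was left out, and over all the alternatives the largest adjusted p was 0.0120 for each. The log2 fold change of Jak2 was -1.80 in replicates 1 and 2 and -2.32 in replicates 3 and 4, and that of Stat4 was -2.85 and -4.00. Of the 50-base words of the longest Stat4 transcript, 28.6% also occur in the overlapping gene Gm28177, so its count is uncertain.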

Interesting patterns were also observed in genes associated with chemotaxis. BMDC engulfing ferroptotic cells had decreased expression of chemokine *Ccr6*, and *Ccr7*, the latter being required for the trafficking of the DC to the lymph nodes for antigen presentation^35^. 

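Ccr7, on chromosome 11 from 99144196 to 99155077 (GENCODE M21, GRCm38), was 133 ± 33.3 CPM (SD, n = 4) in BMDC and 15.6 ± 7.59 CPM (SD, n = 4) in BMDC-fer. The log2 fold change was -3.09 (standard error 0.34, adjusted p = 0.00269 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00769 with the replicate block, within 1.58e-18 to 0.0138 over the alternatives), -2.33 in replicates 1 and 2 and -3.94 in replicates 3 and 4. Ccr6, on chromosome 17 from 8236043 to 8257141, had few counts and was removed by the filter on low counts. Its counts were 29, 21, 5 and 5 in BMDC replicates 1 to 4 and 1, 0, 0 and 0 in BMDC-fer replicates 1 to 4. Since all BMDC-fer libraries were at or under the floor of 3 counts, Ccr6 was on average at least 4.76-fold lower in BMDC-fer. Its edgeR adjusted p was 0.0136 in a fit without the filter and 0.00372 with the replicate block (Benjamini-Hochberg adjustment). Over the alternatives the adjusted p of Ccr6 was between 2.33e-07 and 0.0526, the latter without BMDC-fer replicate 4. Cxcr5, also in Fig. 4b, fell by 1.71 on the log2 scale without being called (edgeR adjusted p = 0.0878 without the filter, Benjamini-Hochberg adjustment).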

At the same time, there was an upregulation of genes coding chemokines, e.g., *Ccl3, Ccl4* previously linked to the attraction of T cells to the tumor bed^36^. 

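Ccl3 and Ccl4 lie on chromosome 11, from 83647844 to 83649355 and from 83662584 to 83664683 (GENCODE M21, GRCm38). Ccl3 was 125 ± 17.3 CPM (SD, n = 4) in BMDC and 406 ± 206 CPM (SD, n = 4) in BMDC-fer, a log2 fold change of 1.698 (standard error 0.35, adjusted p = 0.0196 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0235 with the replicate block). Ccl4 was 43.98 ± 9.42 CPM in BMDC and 153 ± 117 CPM in BMDC-fer (SD, n = 4 each), a log2 fold change of 1.799 (standard error 0.57) that was not called (edgeR adjusted p = 0.0716, and 0.0612 with the replicate block, Benjamini-Hochberg adjustment). The Ccl4 values of the groups overlapped (two-sided exact permutation test, p = 0.114). DESeq2 called Ccl4 (adjusted p = 0.00780, within 0.000820 to 0.160 over the alternatives). Ccl3 lost its call in 2 of the 8 fits that left out 1 library. Ccl2 was called (log2 fold change 1.89, edgeR adjusted p = 0.0333, and 0.0105 with the replicate block, within 3.60e-10 to 0.0820 over the alternatives, Benjamini-Hochberg adjustment) but lost its call in 6 of those 8 fits, and Ccl7 was not called without the block (log2 fold change 2.31, edgeR adjusted p = 0.0831 without and 0.0460 with the replicate block, within 5.14e-05 to 0.181 over the alternatives, Benjamini-Hochberg adjustment). The rise was larger in replicates 1 and 2 than in replicates 3 and 4 for each of these genes. The log2 fold changes in the 2 replicate pairs were 2.21 and 0.88 for Ccl3, 2.298 and 0.52 for Ccl4, 2.20 and 1.17 for Ccl2, and 2.67 and 0.82 for Ccl7. The adjusted p of that difference lay between 0.000554 and 0.00163 (edgeR interaction test, Benjamini-Hochberg adjustment).

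**Figure D2:**
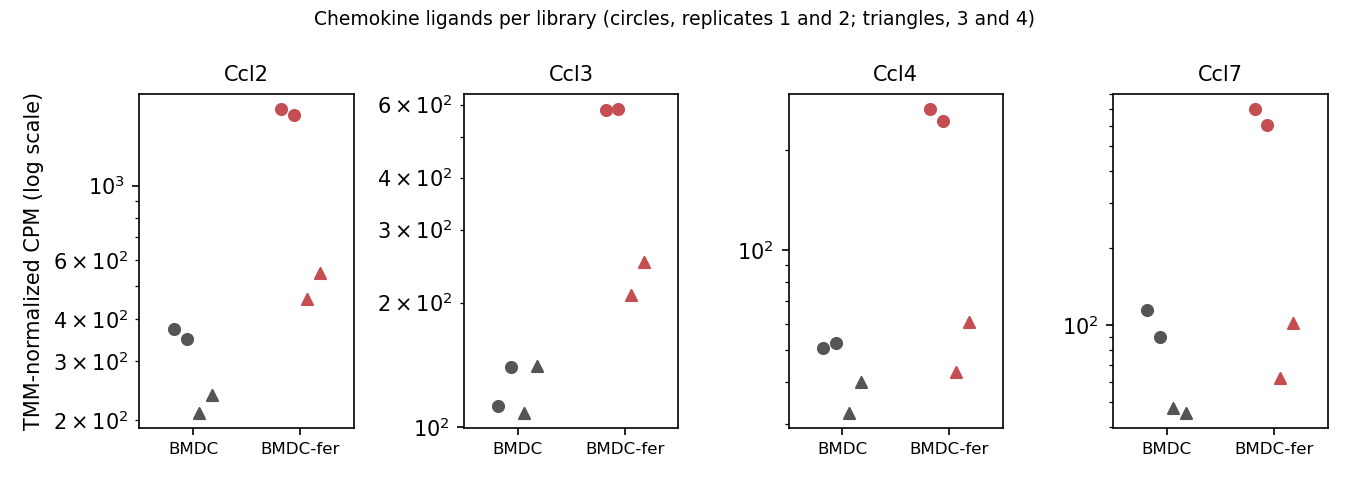
TMM-normalized CPM of Ccl2, Ccl3, Ccl4 and Ccl7 on log axes in each BMDC and BMDC-fer library, with 1 point per library (circles for replicates 1 and 2, triangles for replicates 3 and 4). The BMDC-fer libraries of replicates 1 and 2 lie above those of replicates 3 and 4 for each gene.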

BMDC carrying a ferroptotic cargo strongly upregulated the expression of IFN-β and TNF, both of which positively correlate with the induction of immunogenicity^37,38^. 

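Ifnb1, which encodes IFN-β and lies on chromosome 4 from 88522025 to 88522774 (GENCODE M21, GRCm38), was removed by the filter on low counts. Its counts were 1, 0, 3 and 0 in BMDC replicates 1 to 4 and 20, 24, 6 and 5 in BMDC-fer replicates 1 to 4. All BMDC libraries were at or under the floor of 3 counts, so Ifnb1 was on average at least 4.56-fold higher in BMDC-fer. Without the filter its adjusted p was 0.0406, and 0.0369 with the replicate block (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of Ifnb1 was 5.17 in replicates 1 and 2 and 1.87 in replicates 3 and 4. In the latter pair it did not pass (edgeR adjusted p = 0.186, Benjamini-Hochberg adjustment). With 1 library left out, the edgeR adjusted p of Ifnb1 (Benjamini-Hochberg) rose above 0.05 in 7 of the 8 fits, up to 0.121. Tnf, on chromosome 17 from 35199381 to 35202007, was 44.1 ± 29.0 CPM (SD, n = 4) in BMDC and 98.0 ± 55.8 CPM (SD, n = 4) in BMDC-fer. Its log2 fold change of 1.15 (standard error 0.55) was not called (edgeR adjusted p = 0.197, Benjamini-Hochberg adjustment), and the groups overlapped (two-sided exact permutation test, p = 0.171). With the replicate block, Tnf was called (log2 fold change 1.22, edgeR adjusted p = 0.00445, within 3.61e-16 to 0.403 over the alternatives, Benjamini-Hochberg adjustment). Within the replicate pairs its log2 fold change was 1.09 and 1.34.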

An unbiased global pathway analysis (GSEA) revealed a picture that ferroptotic cells negatively regulated genes involved in the induction of T-cell proliferation, differentiation, and inflammatory response (Fig. 4c) while at the same time upregulated programs related to migration, due to the strong increase in chemokine gene signature. These data suggest that exposure to ferroptotic cancer cells negatively impacts the antigen-presenting features of DC at a transcriptional level.

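The paper's gene sets were not used here, and sets written by hand were tested with camera (limma, Benjamini-Hochberg adjustment over 21 sets). The shift of a set is the median log2 fold change of its tested members minus that of all tested genes. The T-cell co-stimulation and polarizing cytokine set (17 genes) shifted by -0.37 (camera adjusted p = 0.105, and 0.0758 with the replicate block, within 0.000310 to 0.353 over the alternatives), from Tnfsf14 at 1.78 down to Slamf1 at -2.86. Its shift was -0.0474 in replicates 1 and 2 and -0.73 in replicates 3 and 4 (camera adjusted p of the difference 0.0601). The chemokine ligand set (22 genes) shifted by 0.49 (camera adjusted p = 0.155), from Ccl7 at the top to Ccl5 at -3.86. With the replicate block it shifted by 0.89 (camera adjusted p = 0.0664). Over the alternatives the adjusted p lay within 0.0173 to 0.795. In replicates 1 and 2 the chemokine ligands shifted by 1.30 and in replicates 3 and 4 by 0.28, and this difference had a camera adjusted p of 5.94e-08. Over all libraries the inflammatory cytokine set (9 genes) did not shift (camera adjusted p = 0.754, and 0.595 with the replicate block, within 0.402 to 0.937 over the alternatives). Its shifts in the replicate pairs were opposite. They were 0.68 in replicates 1 and 2 (camera adjusted p = 0.000642) and -0.80 in replicates 3 and 4 (0.0195). The camera adjusted p of that difference was 1.25e-06. The NF-kB family set (5 genes) shifted by -0.69 (camera adjusted p = 0.00335, and 0.00475 with the replicate block), with -0.38 in replicates 1 and 2 and -0.82 in replicates 3 and 4 (camera adjusted p of the difference 0.00206). Of its 5 genes, 3 are named by the paper from these data, and the set was not tested without them. For the 7 sets on the paper's claims, the 8 splits of the libraries that part all same-numbered pairs were compared. Of these, 6 gave as many sets a camera adjusted p of 0.05 or less as the real split did. Several of the 8 keep most libraries of each group together and so carry part of the real difference. The count therefore cannot show whether these p-values are too small. Among splits with equal numbers from both groups, BMDC replicates 1 and 2 with BMDC-fer replicates 3 and 4 gave 3 sets. Those of BMDC 1 and 3 with BMDC-fer 2 and 4, and of BMDC 1 and 4 with BMDC-fer 2 and 3, gave 0. For the size of the shift, the real split was the largest of the 8 for the NF-kB family and the co-stimulation sets, while 4 of the 8 splits gave the chemokine ligands a shift as large.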

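The MHC class II presentation set (14 tested genes) shifted by -1.41 relative to all tested genes (camera adjusted p = 0.000699). With the replicate block the camera adjusted p was 6.68e-13, which is the smallest over the alternatives. Of its genes, 12 fell and 2 rose, and 3 were called lower and 0 higher. Among the 8 splits that part all same-numbered pairs, 4 gave this set a camera adjusted p of 0.05 or less, and the real one had the largest shift. The shift was -1.21 in replicates 1 and 2 and -1.58 in replicates 3 and 4. Its lowest member was H2-Ob, with 37.1 ± 10.9 CPM in BMDC and 4.81 ± 4.12 CPM in BMDC-fer (SD, n = 4 each) and a log2 fold change of -2.94 (adjusted p = 0.0135 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its highest was Ctss at 0.45 (not called). The Reactome set on MHC class II antigen presentation, chosen after the data were seen, did not shift (0.0375 over 76 genes, camera adjusted p = 0.858). The MHC class I presentation set (29 genes) shifted by -0.12 (camera adjusted p = 0.0879, and 0.150 with the replicate block, within 0.00744 to 0.795 over the alternatives), with 0.0451 in replicates 1 and 2 and -0.39 in replicates 3 and 4 (camera adjusted p of the difference 8.55e-05). In it, H2-Q10, H2-Q6, H2-Q7 and H2-Q5 fell, by log2 fold changes of -1.96, -1.601, -1.55 and -1.26, and were called. With the replicate block H2-Q5 was no longer called (edgeR adjusted p = 0.0691, within 0.00154 to 0.0958 over the alternatives, Benjamini-Hochberg adjustment). Between 19.7% and 35.4% of the 50-base words of their longest transcripts also occur in other genes, so their counts are uncertain. Cd86 was 152 ± 35.8 CPM in BMDC and 55.0 ± 12.8 CPM in BMDC-fer (SD, n = 4 each), a log2 fold change of -1.47 (edgeR adjusted p = 0.00690, and 0.0111 with the replicate block, at most 0.0285 over the alternatives, Benjamini-Hochberg adjustment). These values are RNA after 4 h with Jurkat cargo. By flow cytometry after overnight co-culture, the paper reports more CD86, CD40 and high MHCII on BMDC given drug-killed ferroptotic MCA205 cells. With synchronized ferroptosis, the paper reports lower maturation for the initial stage and higher maturation for the later ones. From the expression data of Fig. 4, the paper proposes that exposure to ferroptotic cancer cells impairs the antigen-presenting features of DC at the level of transcription.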

**Fig. 4:**
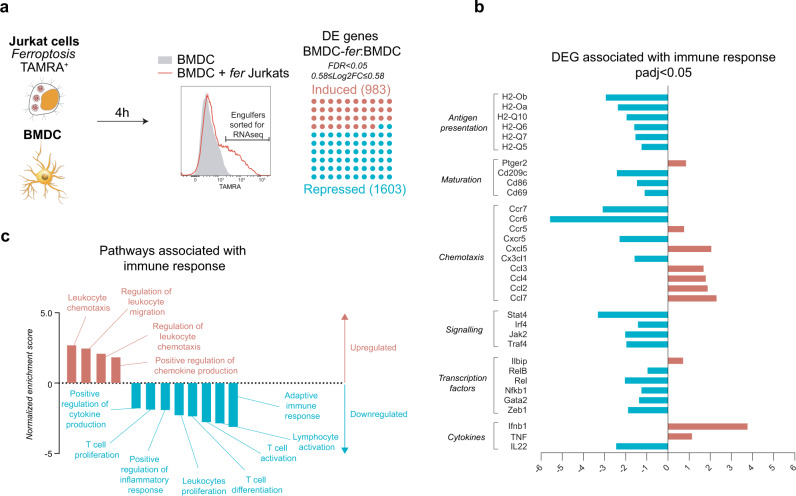
Engulfment of ferroptotic cells by DC suppresses expression of genes associated with adaptive immune response. **a** Fluorescently labeled ferroptotic Jurkat cells were co-cultured with BMDC for 4 h after which BMDC carrying ferroptotic cargo were sorted and subjected to murine total RNA sequencing (*n* = 4 independently collected samples). Uptake of ferroptotic Jurkat cells led to transcriptional changes in 2586 genes. **b** Expression of selected genes involved in adaptive immune response. **c** GSEA pathway analysis of BMDC carrying ferroptotic cargo revealing transcriptional changes in pathways involved in inducing adaptive immune response.

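Of the genes shown in Fig. 4b, 32 were found in the table by symbol. Of these, 23 fell and 9 rose. Of the 29 that passed the filter on low counts, 22 were called and 23 were called with the replicate number as a block. When the adjustment covered the list alone, 27 of the 29 had an adjusted p of 0.05 or less, but the authors drew the list from the same data, so that count shows no stability. With each library left out in turn, 9 of the 22 called genes kept the call in every fit and 13 lost it in at least 1 fit, while the direction changed for 0 of the 32 genes under any setting. The direction was the same in both replicate pairs for 32 genes, and the effect differed between the pairs for 16 (edgeR interaction test, adjusted p of 0.05 or less). All 1445 genes called here also had the same direction in both pairs. As the list was drawn from these libraries, its constant direction shows no stability either.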

### Ferroptotic cells inhibit cross-presentation of soluble antigens

To validate the results of RNAseq of BMDC-*fer* cells, we functionally addressed the potential of BMDC to perform antigen cross-presentation following exposure to ferroptotic cancer cells and to induce clonal expansion of antigen-specific CTLs. To this end, we incubated BMDC with soluble antigen ovalbumin (OVA) in the presence of ferroptotic or necrotic cells for 16 h. Next, the supernatant containing non-internalized antigen and dead cell corpses was removed and the BMDC were incubated with OVA-specific naïve CD8^+^ T cells isolated from OT-I Rag2^−/−^ transgenic mice^39^ (Fig. 5a). The exposure of BMDC to chemically induced ferroptotic cancer cells negatively impacted the ability of OVA-loaded BMDC to support the proliferation of OVA-specific CD8^+^ T cells (Fig. 5b, c). The inhibition of antigen cross-presentation was more pronounced with RSL3- and Erastin-induced cell death, although at a higher ferroptotic cell to BMDC ratio the exposure to ML162-induced ferroptotic cancer cells also resulted in reduced antigen-specific T-cell proliferation. To validate and exclude the interference of drug transfer during antigen cross-presentation, BMDC were exposed to antigen from the initial, intermediate, or terminal stages of ferroptotic cell death. Co-incubation with iGPX4KD cells regardless of the stage of cell death showed similar, diminished proliferation of CTL (Fig. 5d, e) suggesting that the presence of ferroptotic cell corpses rather than the release of soluble molecules negatively impact the proliferation of CD8^+^ T cells. These data also put forward that the release of pro-immunogenic DAMP like ATP or HMGB1 that occur during ferroptosis is not able to alter this response.

**Fig. 5:**
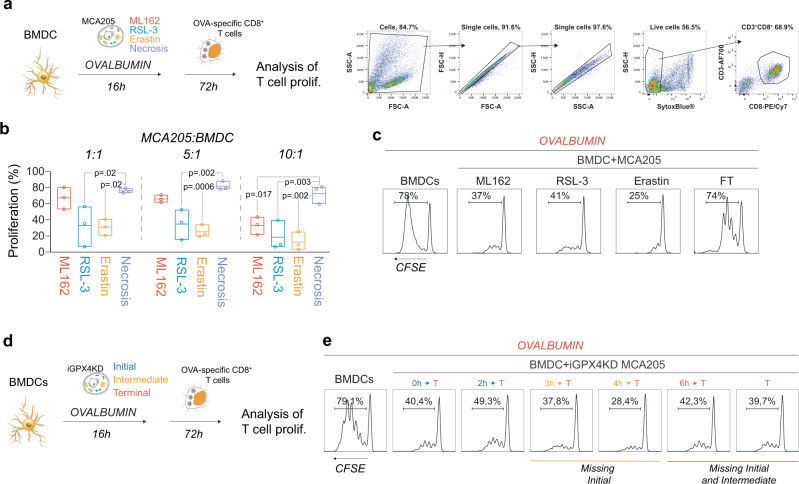
Ferroptotic cells impair dendritic cells ability to perform antigen cross-presentation. **a** Bone marrow-derived dendritic cells (BMDC) were incubated with soluble OVA in the presence of ferroptotic (ML162 0.5 µM, 14 h; RSL-3, 0.5 µM, 14 h; Erastin 2.0 µM, 24 h) or necrotic (3 cycles of freeze/thaw, FT) cancer cells. Afterwards, fluorescently labeled OVA-specific CD8^+^ cells, were added to the co-culture and their proliferation was assessed 72 h later. The flow cytometry dot plots present gating strategy. **b** Percentage of proliferating OVA-specific CD8^+^ T cells after co-incubation of ferroptotic and necrotic cells with BMDC. Data comes from *n* = 3 independent experiments and is presented as floating bars showing the range (box bounds) and mean (center line). One-way ANOVA, with Dunnett’s post-hoc test analyzing the comparison to the FT condition. **c** Representative histogram of OVA-specific T-cell proliferation after incubation with BMDC exposed to MCA205 cells, ferroptotic or killed by accidental necrosis (FT—freeze/thaw). **d** Scheme of co-culture experiments involving iGPX4KD cell line to address the importance of early events of ferroptosis in inhibiting T-cell proliferation. **e** Representative histograms from *n* = 2 independent experiments of cytotoxic T-cell proliferation after co-incubation with bone marrow-derived dendritic cells with ferroptotic cells at different stages of cell death.

### Ferroptosis is less potent in controlling tumor growth compared to apoptosis and necroptosis and reduces the immunogenicity of apoptosis

We then compared the immunogenicity of different cell death modalities in a prophylactic vaccination model using OVA-expressing non-tumorigenic BM1 mouse embryonic fibroblasts cells dying by apoptosis, necroptosis, or ferroptosis (Supplementary Fig. 7a). The results showed that apoptotic and necroptotic cells are superior in protecting against challenge with OVA-expressing B16 cancer cells (Fig. 6a) and retarding tumor growth (Fig. 6b) suggesting that ferroptotic in contrast to apoptotic and necroptotic cancer cells impair the processing and presentation of tumor-associated antigen. The inability of ferroptotic cancer cells in mounting an anti-tumor response was also confirmed in the therapeutic vaccination model utilizing conventional dendritic cell type I (cDC1) loaded with a cargo of OVA-expressing ferroptotic cells. As a positive control for efficient immunogenic cell death, we used the same cancer cells that underwent necroptosis^25,40^. Immunocompetent mice already bearing B16-OVA tumors were injected with 5 × 10^5^ cDC1 with engulfed BM1-OVA cargo (Fig. 6c, Supplementary Fig. 7b). Follow-up measurements of the tumor showed that cDC1 with a ferroptotic cargo were less potent in inhibiting tumor growth for the following week than the same setting with necroptotic cells (Fig. 6c). Additionally, injection with cDC1 carrying necroptotic cells significantly delayed the time of animal euthanasia due to the size of the tumor compared to cDC1 carrying ferroptotic cells (Fig. 6d). Finally, as in most cancer treatments, a mixture of cell death modalities is observed^41^, we examined the potential crosstalk between ferroptosis and immunogenic apoptosis in a population of cancer cells. For this, we performed a prophylactic vaccination experiment using mixes of immunogenic apoptosis and ferroptosis. The addition of ferroptotic cells strongly diminished the immunogenic potential of mitoxantrone-killed cells (Fig. 6e), although, in those animals that succumbed to challenge there was no significant difference in tumor growth (Supplementary Fig. 7c). These data suggest that ferroptosis may possess immunoregulatory properties that can affect the responses of neighboring cancer cells that die in an immunogenic way.

**Fig. 6:**
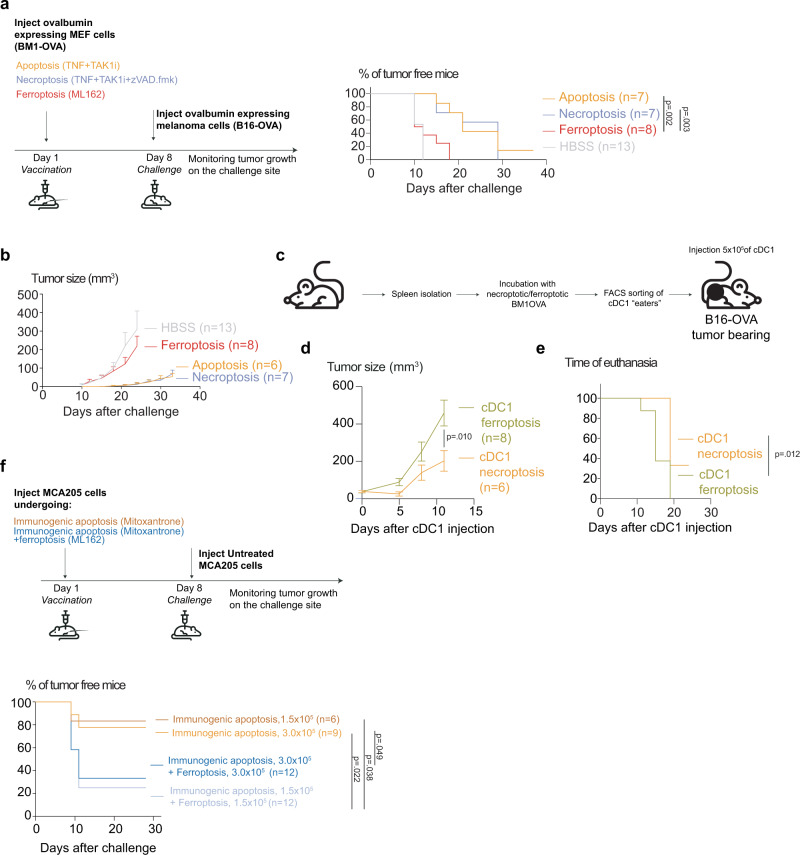
Ferroptosis is less potent in controlling the tumor growth compared to apoptosis and necroptosis and diminishes the immunogenicity of apoptosis. **a** Prophylactic vaccination model assessing the immunogenicity of ferroptosis. ML162-induced ferroptosis (5 μM, 14 h), in comparison with apoptosis (1000 IU/ml TNF + 10 μM TAK1i, 14 h) and necroptosis (1000 IU/ml TNF + 10 μM TAK1i + 10 μM zVAD.fmk, 24 h). OVA-expressing non-tumorigenic MEF cells (BM1-OVA) were used as a vaccine and live ovalbumin expressing melanoma cells (B16-OVA) were used as challenge. Kaplan–Meier curves represent the effectiveness of ferroptotic cells in preventing the tumor growth at the challenge site. Data were analyzed by Kaplan–Meier simple survival analysis. **b** Tumor size of B16-OVA derived melanoma after vaccination with BM1-OVA cells. Data presented as mean ± SEM. **c** Scheme of the therapeutic vaccination experiment. Conventional dendritic cells type 1 (cDC1) carrying ferroptotic or necroptotic cargo were intradermally injected in melanoma tumor-bearing mice. **d** B16-OVA tumor size progression of animals receiving either cDC1 with ferroptotic (5 μM, 14 h) or necroptotic (1000 IU/ml TNF + 10 μM TAK1i + 10 μM zVAD.fmk, 24 h) cargo. Data presented as mean ± SEM. Statistical significance was determined by two-sided t-test on each day of measurement. **e** Comparison of euthanasia time determined by the size of the tumor. Kaplan–Meier curves show the time of euthanasia, Data analyzed by Kaplan–Meier simple survival analysis. **f** Prophylactic vaccination model using either Mitoxantrone-treated MCA205 cells (1 μM, 24 h) or Mitoxantrone-treated MCA205 mixed with ML162-killed cells (0.5 µM, 14 h). Kaplan–Meier curves show the percentage of tumor-free mice after the challenge with live cancer cells. Data were analyzed by Kaplan–Meier simple survival analysis.

## Discussion

Ferroptosis is a newly described form of regulated necrotic cell death, characterized by free iron-dependent lipid peroxidation^1^. Preventing ferroptosis is part of cellular homeostasis maintained by a continuous activity of GSH-dependent GPX4 activity^42^. Failing to do so contributes to many pathological conditions such as ischemia/reperfusion injury^43–45^, neurodegenerative diseases^46^, or diabetes^47^. On the other hand, induction of ferroptosis also plays a crucial role in suppressing carcinogenesis^10^ and tumor growth^3,16^. Accumulating evidence suggests that ferroptosis may be utilized in cancer treatment as a novel way to circumvent therapeutic resistance^13^, by sensitizing radiotherapy^48,49^ and by combination with conventional chemotherapy^50,51^. Ferroptosis induction by blocking GPX4 was particularly potent in experimental models of lung metastasis, because of the oxygen-rich environment favoring lipid peroxidation^52^. Ferroptosis inducers have also been combined with nanotechnology, specifically targeting tumor cells^15,16^. Less is known on the immunoregulatory features of ferroptotic cell death. Ferroptotic cells have been shown to release immunogenic DAMP such as HMGB1^24,53^ and to expose calreticulin at the surface^54^, and were therefore postulated as an immunogenic cell death modality^24^. In the present work, we investigated the potential immunogenicity of ferroptotic cancer cells at multiple levels: their efficacy in eliciting a prophylactic cancer vaccination, the release of DAMP, cytokines, chemokines and IFN, and finally its interplay with DC at the level of efferocytosis, transcriptional regulation and antigen cross-presentation.

Adjuvanticity of cell death has been attributed to the concerted action of the release of DAMP, cytokines, chemokines and IFN^17^. In our work, we showed the exposure of calreticulin in a subpopulation of ferroptotic cells shortly before their rupture, as well as ATP, HMGB1, CXCL1, TNF and IFN-β release in the course of a drug- and genetically induced models of ferroptosis in cancer cells. Altogether, the release of DAMP and cytokines during ferroptosis looks very similar to previously described modes of ICD such as apoptosis^55^ and necroptosis^25,56^. Based on the genetically induced model of synchronized ferroptosis induction we show that the release of ATP from ferroptotic cells occurs before cell membrane breakage, much like in immunogenic apoptosis where it is facilitated through pannexin-1 channel opening^57^. HMGB1 release during ferroptosis has been reported to contribute to macrophage activation^58^, while CXCL1, TNF and IFN-β release contribute to the features of ICD^55,59,60^. On the other hand, calreticulin which has been described as a crucial component of ICD induction^20^ and efferocytosis^23^, has been exposed on the subpopulation of ferroptotic cells shortly before cell membrane rupture contrary to immunogenic apoptosis, where it was observed with a large time gap prior to cell membrane permeabilization^61^. This difference in kinetics of calreticulin exposure may be because dying ferroptotic cells rapidly proceed to plasma membrane permeabilization, while in ferroptotic cells that die later accumulation of cellular stress such as ER stress can occur which may initiate calreticulin exposure. Nevertheless, the presence of calreticulin on the surface of ferroptotic cells does not facilitate their uptake by the dendritic cells, possibly contributing to the lack of immunogenicity^62^. It is important to underline that while the DAMP release is required for ICD, it does not automatically guarantee the induction of immunogenicity^18^. Several mechanisms that could negatively impact immunogenicity have been associated with lipid metabolism which could also occur during ferroptosis. Increased expression of cyclooxygenase 2, an enzyme responsible for prostaglandin E2 (PGE_2_) production, has been marked as a hallmark of ferroptosis^3^. PGE_2_ can inhibit the activation of the immune system^63,64^ and induce FOXP3 transcription factor in T lymphocytes suggesting its positive role in inducing regulatory phenotype^65^. Furthermore, ferroptosis is accompanied by excessive production of oxidized phospholipids^66^ and these have been shown to possess strong immunosuppressive properties on APC^67,68^. In line with these potential immunosuppressive mechanisms of ferroptosis, our results show that exposure to co-stimulatory molecules such as CD86 and MHCII on the surface of BMDC decreased when exposed to early ferroptotic cells. The latter is characterized by a higher accumulation of lipids ROS than terminal ferroptotic cells.

However, the crucial feature of immunogenic cell death is the elicitation of properly processed and presented tumor antigens^69^. In that context, we have shown previously that necroptotic dying cancer cells were able to stimulate a broader spectrum of antigen-specific T cells^56^. Here, we document the decreased potential of BMDC to induce antigen-specific T-cell proliferation when exposed to ferroptotic cancer cells compared to untreated cells or cells killed by accidental necrosis. Because dendritic cells underwent maturation (increased CD86, CD40, MHCII^high^), we suspect that the reason may rather lay in a direct effect resulting in reduced antigen processing and presentation by DC exposed to ferroptotic cells. Incubation with the initial, intermediate and terminal ferroptosis led to the accumulation of lipid droplets, a phenomenon previously linked to depleted capacity to cross-present antigens^70,71^. Additionally, oxPL can also impact the activity of CTLs and block their proliferation in in vitro settings^72^ and potentially contribute to CD36-mediated survival of regulatory T cells^73^.

In a prophylactic vaccination model, ferroptotic cancer cells failed to elicit immunogenic protection against cancer cells regardless of the stage of the cell death process (initial, intermediate, terminal). Recently, Efimova et al. reported that brief incubation of MCA205 cells with RSL-3, so-called early ferroptotic cells, can provide some protection in prophylactic vaccination model in contrast to late ferroptotic cells. The difference was explained by the release of DAMP and cytokines in the former, while absent in the latter. Although this explanation sounds straightforward, a more detailed analysis of the data puts some caution on these conclusions. Short treatment with ferroptosis inducers does not result in complete cell death induction and retains a high yield of living cells. Indeed, as we found and confirmed by the authors^24^, removal of the chemical ferroptosis inducers after a short period of incubation does not result in full cell death. The presence of live cells in the vaccination mixture, whether residual after the treatment, or added to the population of the dead cells, results in the tumor growth on the vaccination site making the interpretation of the data impossible. We solved this problem of partial ferroptosis induction by the development of an inducible model of ferroptosis relying on the doxycycline-dependent knockdown of GPX4 allowing synchronized and complete cell death induction and did not result in the production of the tumor on the vaccination site.

Overall, our data demonstrate that ferroptosis of cancer cells is not an immunogenic type of cell death. We identify several mechanistic aspects or combinations thereof that could explain this rather unexpected finding including reduced efferocytosis of initial ferroptotic cells, reduced cross-presentation and additional transcriptional effects in the dendritic cells that would affect T-cell stimulation and proliferation. Furthermore, we found that these immunosuppressive properties of ferroptotic cancer cells can even overrule apoptotic immunogenic cell death. Altogether, our findings have profound implications for experimental and clinical immunotherapy since some cancer treatments, such as radiotherapy, result in mixtures of cell death^41,74,75^. Our data possibly explain the notion that the ferroptosis correlates with poor prognosis of patients suffering from esophageal^76^, gastric^77^ and renal^78^ carcinoma. Finally, our results advance a concept in which immunogenic cell death is not merely the result of exposure to CRT at the plasma membrane and the release of intracellular contents such as DAMP or cytokines^63^. Indeed, despite these all happen during ferroptosis our data rather suggest that following exposure to ferroptotic cell death, specific molecular brakes modulate the subsequent engagement of the immune system. Identifying these will serve as the springboard for novel therapeutic avenues aimed at treating cancer or modulating aberrant immune responses in affected patients.

## Methods

### Cancer cell lines and cell death-inducing reagents

MCA205 cells were cultured at 37 °C with 5% CO_2_ in Gibco RPMI media (#52400, Gibco), supplemented with 10% fetal calf serum. Cells were split when reaching 80% of confluence and detached using 0.25% solution of trypsin and EDTA. In the initial experiments, ferroptosis was induced by ML162 (#AOB1514, Aobious Inc., USA), RSL-3 (#S8155, Absource, Germany) and Erastin (#S7242, Absource) at different concentrations. For the subsequent experiments, ML162 and RSL-3 were used at 0.5 μM and Erastin was used at 2.0 μM. Cell death inhibitors zVAD.fmk (#BACE4026865.0005, VWR International, Belgium) and Nec-1s (synthesized by the Laboratory of Medicinal Chemistry; University of Antwerp, Belgium) were used at 10 μM, Fer1 (#M60042-2s, Xcess Biosciences, USA) was used at 0,5 μM and DFO (#D-9533, Sigma-Aldrich, USA) at 50 μM. For the prophylactic vaccination model, 1 µM Mitoxantrone (#M-6545, Sigma Aldrich) and 30 µM Mitomycin C (#M-0503, Sigma Aldrich) were used (24 h). To induce accidental necrosis, MCA205 cells were subjected to three freeze/thaw (F/T) cycles using dry ice. For cytokine measurements, MCA205 killed by 24-hour incubation with 1 µM doxorubicin (#D-1515, Sigma Aldrich) were used as a positive control^55^. BM1-OVA and B16-OVA cells were cultured in Gibco DMEM medium supplemented with 10% fetal calf serum and maintained similarly to MCA205 cells. Jurkat cells were cultured in Gibco RPMI medium with 10% of fetal calf serum and split twice a week by transferring a portion of cells to a new culturing flask. In BM1-OVA^79^, apoptosis was induced by incubating the cells with 1000 IU/ml TNF and 10 µM TAK1i for 14 h; necroptosis was induced by 24 h incubation with TNF, TAK1i and 10 µM zVAD.fmk; ferroptosis was induced by 10 h stimulation with 5 µM ML162. In Jurkat cells, ferroptosis was induced by 0.5 µM ML162 for 14 h.

### Generation of inducible GPX4 knockdown cellular model for ferroptosis

The knockdown of GPX4 in MCA205 cells (iGPX4KD) was obtained by lentiviral transduction using pLKO.1-puro vector with a cloned sequence of shRNA specific for GPX4. The obtained pool of cells was selected with 3 μM Puromycin (#P7255, Sigma-Aldrich). Next, cells were seeded at 1 cell/well in a 96-well plate in the presence of the selecting antibiotic. Growing clones were screened for ferroptotic cell death induction upon doxycycline administration (#D8991, Sigma Aldrich) and the most potent clone was selected for further experiments. For these experiments, iGPX4KD cells were cultured for 48 hours in the presence of 1 µM doxycycline (#D8991, Sigma Aldrich). In order to synchronize ferroptotic cell death induction, induction of GPX4 knockdown was done in the presence of 0.5 μM Fer1 for 48 h after which, cells were washed three times to remove Fer1 and medium without Fer1 was added.

### Western blotting

Cells were denatured in Laemmli buffer by boiling for 10 min. Separation of proteins was performed by SDS-PAGE and proteins were transferred to nitrocellulose membrane (Thermo Scientific) with semi-dry blotting. Membrane was blocked using 5% non-fat dry milk solution in TBS buffer with 0.05% Tween20 (TBST). Incubation with primary antibody against GPX4 (rabbit, #ab125066, Abcam, 1:1000), actin (mouse, #69100, clone C4, MP, 1:15000), phospho-IκBα (Ser32/36) (mouse, #9246, Cell Signaling Technology, 1:1000), IκBɑ (rabbit, #9242, Cell Signaling Technology, 1:1000) was performed O/N at 4 °C in TBST. After extensive washing, the membranes were incubated with HRP-conjugated secondary anti-rabbit (donkey, #NA934, VWR International, 1:5000), anti-mouse (sheep, #NA931, VWR International, 1:5000) for 1 h in RT. Alternatively, tubulin antibody conjugated with HRP (rabbit, #ab21058, Abcam, 1:10000) was used for 1 h in RT. Membranes were developed using Western Lighting Enhanced Chemiluminescence Substrate (Perkin Elmer).

### Cell death measurement

Cell death in MCA205 stimulated with class I and class II ferroptosis inducers was measured as described before^80^. Briefly, cells were seeded at 10000 cells/well in 96-well adherent plates and the next day they were treated with cell death inducers. All the inhibitors were added 4 hours before cell death induction. Cell death rate was calculated based on the fluorescence intensity of SytoxGreen^®^ (1 µM). Fluorescence was measured by Fluostar Omega (BMG Labtech GmbH). For PS exposure analysis, cells were collected, washed in 1x Annexin Binding Buffer and stained with Annexin V-APC (#BMS306APC/100, eBioscience, 1:100) or Annexin-FITC (#BMS306FI, ThermoFisher, 1:100), 1.25 µM SytoxBlue® (#S11348, Molecular Probes,) and alternatively 1 µg/ml 7-AAD (#A-1310, Molecular Probes) or 3 µM DRAQ7 (#DR71000, Biostatus UK) and cell death was measured with an LSRII flow cytometer and the data were analyzed using FlowJo 10.2 software.

### Mice

In all the experiments 6–8 weeks old C57BL/6J female mice purchased from Janvier Labs (#C57BL/6JRj**)** were used. Mice were housed in individually ventilated cages at the VIB-UGent Center for Inflammation Research in a specific pathogen-free animal facility with the temperature at 20–24 °C and 45–65% humidity with 12 h light/dark cycle and food and water available at libitum. All of the experimental setups were approved by the VIB-Ghent University ethical review board and were performed according to the institutional, national and European animal regulations.

### Prophylactic vaccination model

The prophylactic vaccination model was performed as described before^61^. Each animal received 3 × 10^5^ of MCA205 cells or 7.5 × 10^5^ BM1-OVA cells subcutaneously in their left flank, unless stated otherwise. Seven days later, the animals were challenged with 3 × 10^4^ MCA205, or 2 × 10^5^ B16-OVA cells subcutaneously injected into the right flank. For the analysis of immunogenicity of the initial and terminal stages of ferroptosis, iGPX4KD were stimulated for cell death for 2 h (to reach the point of no return) or 8 h after which cells were collected, washed in cold PBS and injected into the left flank of the animals (3 × 10^5^). The challenge was performed using wild type cells (3 × 10^4^) seven days later. The tumor size on the challenge site was measured every 2–3 days for 30 days using an electronic caliper (RS Components B.V., Brussels, Belgium). Animals with tumors reaching 1 cm^3^ were euthanized prior to the end of the experiment by cervical dislocation or inhalation of CO_2_.

### Analysis of lipid ROS and ROS

Lipid ROS and ROS measurements were performed as described before^16^. Briefly, cells were seeded in 6 well plates and stimulated for ferroptosis, namely, 2 h stimulation with ML162 and RSL-3 and 8 h stimulation with Erastin. For iGPX4KD, lipid ROS and cytosolic ROS were measured in 1–2 h intervals for 8 h. Cells were collected, washed with PBS and resuspended in PBS in the presence of 2 μM C11-BODIPY (#D3861, Molecular Probes, USA) for lipid ROS measurement or 1 µM of DHR123 (#D-1054, Sigma Aldrich) for cytosolic ROS measurement. After a 10 min incubation at 37^o^ C, cells were washed and the fluorescence intensity of oxidized C11-BODIPY or DHR123 was measured using BD LSR II flow cytometer in Fl-1 channel. The extent of cell death was measured by adding 0.5 µM DRAQ7 or 1.25 µM SytoxBlue^®^. Data were analyzed using FlowJo 10.2 software. Only non-permeabilized cells were used for the analysis.

### ATP, LDH, HMGB1, and cytokine release

For the analysis of DAMP and cytokine release, MCA205 cells were seeded at 3 × 10^5^ cells/well in 6-well tissue culture plates in 2 ml of medium. Supernatant from dying cells was collected at indicated time points and stored at −20 °C. ATP release was measured using CellTiter-Glo^®^ Luminescent Cell Viability Assay (#G7570, Promega, USA). LDH release was measured using colorimetric Pierce LDH cytotoxicity assay (#88954, Life Technologies, USA) according to the manufacturer’s protocol. Both ATP and LDH results were normalized to values obtained from untreated (live) cells. HMGB1 release was performed using ELISA assay (#ST51011, Tecan, Switzerland) according to the manufacturer’s instructions. Mouse cytokines in cell culture supernatants were determined by a magnetic bead-based multiplex assay using Luminex technology (Bio-Rad, Hercules, CA, USA).

### Live cell imaging

Live cell imaging of iGPX4KD cells was performed as described before^25^. Briefly, cells (untreated or stimulated for ferroptosis by removal of Fer1) have been seeded 10 × 10^3^ cells/well in 8 well chamber (#80826, iBidi) in 250 µl of medium in the presence of DRAQ7 (3 µM) and the images were acquired on Leica Sp5 AOBS confocal microscope (Leica), using an ×40 HCX PL Apo UV 1.25 na oil objective. Obtained images were further analyzed and extracted using Fiji 1.53 built on ImageJ 2.1.0 software.

### Analysis of calreticulin exposure

Untreated or dying MCA205 WT and iGPX4KD cells were collected, washed in FACS buffer (3% FCS in PBS) and stained with anti-calreticulin specific antibody (#ab2907, Abcam, 1:300) or an isotype control (PA5-23094, ThermoFisher) for 30 min on ice. Afterwards, cells were washed three times with FACS buffer and incubated with secondary goat anti-rabbit-FITC antibody (#35553, Thermo Fisher Scientific, 1:300) for 30 min on ice. Following three additional washes, cells were analyzed on LSRII Fortessa using BD FACSDIVA 8.0 software, and DRAQ7 was used as a permeabilization marker. Data were analyzed using FlowJo 10.2 software. Only non-permeabilized cells were used for the data analysis.

### Isolation of BMDC

BMDC were isolated from the tibia and femur as described before^25^. Briefly, the bones were isolated from the 6–8 weeks old female C57BL/6J mice and cells were flushed out with a syringe. Red blood cells were removed by ACK buffer (#10-548E, Biowhittaker Inc, USA). Next, cells were counted and seeded on suspension plates at 2 × 10^5^ cells/ml in 10 ml of medium in the presence of 20 ng/ml GM-CSF (#130-095-739, Miltenyi Biotechnumber, USA). A fresh portion of GM-CSF-enriched medium was added on day 3 and replaced on day 6. Cells were seeded for experiments on day 9–10. Around 80% of cells stained positive for CD11c marker at that time.

### Phagocytosis assay

MCA205 cells were detached from the flask and resuspended in an OptiMEM medium containing 1 µM CellTrackerGreen (#C2925, ThermoFisher) for 30 min at 37^o^C shaking. Stained MCA205 cells were seeded and killed by ferroptosis inducers (ML162, 0.5 µM, 14 h; RSL-3, 0.5 µM, 14 h; Erastin, 2.0 µM, 14 h) or by repeated F/T cycles. On the day of the assay, 4 × 10^5^ BMDC were seeded in 2 ml of medium in 6-well suspension plates. Untreated or dead cells were collected, counted and added to the BMDC at the appropriate ratio in 2 ml of BMDC medium. Co-culture was incubated for 2 h at 37 °C. After that, BMDC and dead cells were collected and washed in FACS buffer (3% fetal calf serum solution in PBS). Next, samples were stained with CD11c-APC (#117309, BioLegend, 1:200) antibody in the presence of Fc Block antibody (553142, BD Pharmingen, 1:100) for 30 min at 4 °C. After the staining, samples were washed twice in FACS Buffer and resuspended in a solution containing 1.25 µM of the cell death marker SytoxBlue®. Samples were acquired using BD LSRII. CD11c^+^CellTrackerGreen^+^ positive cells were considered as BMDC that engulfed dead cells. For ImageStream experiments, BMDC and MCA205 were stained with 1 µM CellTraceViolet (#C34557, Molecular Probes) and 1 µM TAMRA (#C2211, Invitrogen) respectively, incubated together for 2 h and acquired by AmnisImageStream^X^ Mk II with 40x magnification. Data were collected using INSPIRE software and further analyzed by IDEAS 6.2 software. For the experiments describing the uptake of ferroptotic cells at different stages of cell death, MCA205 cells were stained with 1 µM CypHer Red (#PA15405, VWR International) and BMDC with 1 µM of CellTraceViolet for 15 min in OptiMEM medium at 37 ^o^C. Fer1 (0.5 µM), an inhibitor of lipid peroxidation, and cytochalasin D (2 µM, C8273, Sigma Aldrich), an inhibitor of actin polymerization and consequently phagocytosis, were added 30 min before co-culture. CellTraceViolet^+^CypHer^+^ cells were considered to be BMDC that engulfed dead cells. For experiments studying the effect of phosphatidylserine or calreticulin exposure on the phagocytosis of MCA205 cells, experiments were performed as described before^81^. Briefly, CFSE-stained iGPX4KD MCA205, either apoptotic (1000 IU/ml TNF + 10 μM TAK1i, 8 h) or terminally ferroptotic cells were incubated with unconjugated Annexin V (100 µg/2.5 × 10^5^cells; BioLegends, 640902) in Annexin Binding Buffer for 30 min in room temperature. Afterwards, cells were washed in Annexin Binding Buffer and added to the CellTraceViolet-stained BMDC for 2 h at 37 °C. The role of CRT in phagocytosis of terminal ferroptotic cells was assessed by incubating ferroptotic cells with anti-CRT (1:300) or isotype control antibody (1:300) in FACS buffer for 30 min at 4 °C. CellTraceViolet-stained BMDC were washed twice with FACS buffer and then incubated with CD16/CD32 (1:100) blocking antibody for 15 min. Washed target cells were incubated with BMDC for 2 h a 37 °C in complete medium. The analysis of phagocytosis was performed using LSR II flow cytometer using BD FACSDIVA 8.0 software. Data were analyzed using FlowJo 10.2 software. The population of CellTraceViolet positive cells that were CFSE positive was considered as engulfing BMDC.

### Analysis of BMDC maturation

BMDC were stained with 1 µM CFSE for 10 min at 37 °C in PBS, washed and seeded at 5 × 10^4^ cells/well in 96 well suspension plates. Next, BMDC were co-cultured with MCA205 cells in ratios 1:1; 1:5; 1:10 (BMDC:MCA205) or stimulated with 250 ng/ml of LPS (#L-2630, Sigma Aldrich). After O/N co-culture, cells were collected, washed in ice-cold FACS buffer and stained for surface markers: CD11c-BV650 (#117339, BioLegend, 1:200), MHCII-APC/eFluor700 (#47-5321-82, eBioscience, 1:100), CD86-PE/Cy7 (#105116, BioLegend, 1:200), CD80-PE/Cy5 (#104712, BioLegend, 1:200), CD40-APC (#558695, BD Pharmingen, 1:200) and CD274-PE (#12-5982-82, eBioscience, 1:200). The acquisition was performed with a LSRII flow cytometer using BD FACSDIVA 8.0 software and the analysis was performed using FlowJo 10.2 software.

### Analysis of lipid droplets accumulation

BMDC incubated with ferroptotic cells O/N were collected, washed twice with PBS in the room temperature and incubated with 1 µM BODIPY 493/503 (#D3922, Molecular Probes) for 15 min at 37 °C. After that, cells were washed twice with PBS, resuspended in PBS containing 1 µM DRAQ7 and immediately analyzed by LSR II Fortessa using BD FACSDIVA 8.0 software and analyzed by FlowJo 10.2 software, or imaged by the confocal microscope.

### Antigen-specific T-cell proliferation

BMDC:MCA205 co-cultures were seeded at 5 × 10^4^ cells in 96 well plates in 100 μl of medium with appropriate number of MCA205 cells and model antigen 0.25 mg/ml ovalbumin endotoxin-free (#vac-pova-100, Invivogen, France). Co-culture was maintained for 18 h at 37 °C. Afterward, wells were washed three times with medium to remove MCA205 corpses and soluble antigen and BMDC were co-incubated with CD8^+^ T cells isolated from OT-I Rag2^−/−^ transgenic mice using MagniSort® Mouse CD8 T-cell Enrichment Kit (#8804-6822-74, eBioscience) pre-stained for 5 min with 1 µM CFSE (#8804-6822-74, Thermo Fisher Scientific, USA) in PBS. Co-culture was incubated for 72 h at 37 ^o^C. After that, cells were collected and stained with CD3-AF700 (#56-0032-82, clone 17A2, ThermoFisher, 1:200), CD8-PE/Cy7 (#25-0081-82, clone 53-6.7, ThermoFisher, 1:200) and SytoxBlue®. Analysis was performed on BD LSRII using BD FACADiva 8.0 software and further analyzed using FlowJo 10.2 software.

### RNA sequencing of BMDC carrying ferroptotic corpses

CellTraceViolet-stained BMDC were co-cultured with ferroptotic Jurkat cells (0.5 µM ML162, 14 h) for 4 h, unbound Jurkat cells were removed by washing with PBS and engulfing BMDC were isolated by sorting with BD FACSAria^TM^ III Cell Sorter. Total RNA was extracted, and an mRNA library was prepared using the Illumina Novoseq6000 platform by Novogene. HISAT2 was selected to map the filtered sequenced reads to the reference genome. BAM files containing mapping results were counted using the featureCounts function in the R package Rsubread. Counting was performed using both mouse and human genomes for comparison although downstream analyses were only performed on mouse data. DEG analysis was then performed using DESeq2 considering all genes with FDR ≤ 0.05 and 0.58 ≤ Log_2_FC ≤ -0.58. All genes that resulted from the analysis were curated using multiple methods, including literature mining and predictive algorithms including Uniport. Functional analysis of genes with FDR ≤ 0.05, regardless of Log2FC, comprised of GO and GSEA (Gene Set Enrichment Analysis analyses. For GSEA, gene sets from MSigDB were used in this assessment which includes curated gene sets (HALLMARKS), known pathways (KEGG), and gene ontology terms (BIO PROCESS & MOLECULAR FXN).

### Therapeutic vaccination model

Therapeutic vaccination was performed as described before^82^. Spleen from C57BL/6J mice was isolated, cut into small pieces and incubated with the mix of Liberase™ TM Research Grade (5401127001, Roche) DNAse I (10104159001, Roche) for 30 min at 37 ^o^C according to previously published protocol^83^. Afterward, the single-cell suspension was washed in 1xHBSS (14175-053, Gibco) and red blood cells were removed by 3 min incubation with ACK buffer (A1049201, Gibco). After that, the cell suspension was incubated with TAMRA labeled BM1-OVA cells killed by necroptosis or ferroptosis for 4 h at 37 °C. Following the staining with antibodies for XCR1-BV650 (#148220, BioLegend, 1:200) and CD11c-BV711 (#563048, BD Pharmingen, 1:200) as well as cell death marker eBioscience™ Fixable Viability Dye eFluor™ 506 (1/1000, #65-0866-14, ThermoFisher). CD11c^+^XCR1^+^TAMRA^+^ cells were sorted using FACS. The obtained population was centrifuged, resuspended in 1xHBSS and 5 × 10^5^ cDC1 carrying ferroptotic or necroptotic cells were injected intradermally in C57BL/6J mice bearing B16-OVA subcutaneous tumors. The growth of the tumor was monitored every 3–4 days using an electric caliper. The size of the tumor was determined by the formula: (3.14 × Width × Length × Depth)/6.

### Statistics and reproducibility

All of the statistical analysis was performed using GraphPad Prism v9.0 software. Microsoft Excel v16.5 was used for the initial data transformation and cleaning when necessary.

For Figs. 1b–d, 2d, e, 3b, c, h, i, Supplementary Figs. 2a, 5b, 5c, One-way ANOVA test was applied with Tukey or Dunnett’s post-hoc testing as indicated in figure legends.

For Fig. 5b, Supplementary Figs. 5a, 6b a set of One-way ANOVA tests was applied with Tukey post-hoc testing for each ratio.

For Fig. 3f, g, Supplementary Data Figs. 1c, 6d, two-tailed t-test was applied.

For Figs. 1a, 2g, 6a, 6f Supplementary Fig. 3b, Kaplan–Meier simple survival analysis test was applied to calculate the significance of the observed difference in tumor-free mice.

For Fig. 6e Kaplan–Meier test was applied to calculate the significance of the observed difference in time of euthanasia of tumor-bearing mice.

For Fig. 6c, a set of two-tailed t-test for each of the time points was performed to determine the significance of the tumor size.

For Fig. 3e, Supplementary Fig. 6c, a two-way ANOVA test was performed.

For Supplementary Fig. 1f, a simple linear regression with two-tailed Spearman correlation analysis was performed.

In all floating bars plots, the bar represents the range of the results, and the inner line refers to the median or mean, as indicated in the legend.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

## Data Availability

All data generated or analyzed during this study are included in this published article (and its supplementary information files). The RNA sequencing raw data files have been deposited at GEO under the accession code GSE205069. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Cancer cells dying from ferroptosis impede dendritic cell-mediated anti-tumor immunity
**Source:** Nat Commun. 2022 Jun 27;13:3676. doi: 10.1038/s41467-022-31218-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Video 1**

iGPX4KD MCA205 cells were seeded in the presence of doxycycline (1 µg/ml) and Ferrostatin-1 (0.5 µM) and SytoxGreen (1 µM) as a cell membrane permeabilization marker. After 48 h, cells were washed with fresh medium without Ferrostatin 1 and doxycycline. Subsequent culture led to synchronized cell death.

### **Supplementary Video 2**

iGPX4KD MCA205 cells were seeded in the presence of doxycycline (1 µg/ml) and Ferrostatin-1 (0.5 µM) and SytoxGreen (1 µM) as a cell membrane permeabilization marker. After 48 h, cells were washed with fresh medium with Ferrostatin 1. Subsequent culture rescues cell death.

How the deposited data were processed for this re-analysis (not part of the article)

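Mouse transcripts were measured in 4 libraries of BMDC sorted after engulfing ferroptotic Jurkat cells (BMDC-fer) and in 4 libraries of untreated BMDC. The authors mapped the filtered reads with HISAT2, counted them per gene with featureCounts of Rsubread against the mouse and the human genome, and deposited raw counts for mouse genes, which were used without change. The genome build, the annotation, the use of strand and the handling of reads that map to several places are not given in the paper's text. Human counts were not analysed here. Libraries were matched to groups and replicate numbers by the sample labels, and the pairing of replicates comes from those shared numbers.

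Of 55487 gene identifiers, 55227 had a symbol in GENCODE M21 (GRCm38, Ensembl release 96). Counts were analysed in R 4.3.3 with edgeR 4.0.16 and TMM normalization. The filter filterByExpr with a count minimum of 10 (0.236 CPM) kept 15411 genes. Quasi-likelihood tests were adjusted by Benjamini-Hochberg, and a gene was called at an adjusted p of 0.05 or less with an absolute log2 fold change of 0.58 or more. Ccr6, Cxcr5 and Ifnb1 did not pass the filter, and edgeR was fitted for them without it. Single genes were also compared by a two-sided exact permutation test of log2(CPM + 0.05), whose smallest p with 4 against 4 is 0.0286. Gene sets written by hand were tested with camera (limma 3.58.1, inter-gene correlation 0.01) and, as alternatives, with fgsea 1.28.0. DESeq2 1.42.0, which the authors used, was an alternative.

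The genes named are those in the paper's text or Fig. 4b, the 5 largest rises and 5 largest falls among called genes with a mean count of at least 100 and no overlap between groups, and the highest and lowest member of each gene set reported. Not every gene that this rule covers is reported here. Total counts per library were between 39326672 and 50532209, and 3 counts were taken as the floor. No replicate pair differed by less than the sampling noise. Chi-square per gene was between 9.06 and 41.0 within replicate pairs 1 and 2 or 3 and 4, and between 134 and 346 across them.

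The tests were tried on simulated counts drawn from the means and dispersions of these libraries. No difference between replicate numbers was simulated for edgeR and DESeq2, and calls used an adjusted p of 0.05 or less alone. For 196 changed genes among 15159 tested, edgeR recovered 50% with 4 false among 102 calls, and with the replicate block it recovered 37.2% with 6 false among 79. DESeq2 recovered 71% of 200 changed genes with 48 false among 190 calls over 15411 genes. The test of a difference between replicate pairs recovered 83.4% of 199 genes with 15 false among 181 calls over 15220 genes. Camera and fgsea each found the shifted set of 30 genes and called 0 of the null sets over 15155 genes, in simulated counts whose genes vary independently. The gene sets, the tests and these alternatives were set before the data were examined: DESeq2, other normalizations, other filters, the replicate block, each library left out, other uses of the fold change threshold and preranked enrichment. A covariate for the replicate pairs, offsets for GC content and transcript length, further DESeq2 settings, Reactome sets and sets without the genes the paper names were added after the data were seen.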

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

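The tests described here, apart from that of outlying libraries, were chosen only after the results were seen.

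In 5 of 84 groups of 4 libraries, 1 library lay far from the others, where chance gives 4.2 (Dixon's test on the gap to the nearest library divided by the range). These were H2-Oa in BMDC replicate 1 (0.969) and in BMDC-fer replicate 1 (0.874), Il22 in BMDC-fer replicate 4 (0.973), Htr7 in BMDC-fer replicate 1 (0.927) and Ccr6 in BMDC-fer replicate 1 (1), the last with a count of 1 against 0 in the others. The number is close to the one chance gives, and no biological explanation was tested.

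The effect of BMDC-fer differed between replicates 1 and 2 and replicates 3 and 4 for 5829 of 15411 tested genes (interaction term, edgeR, adjusted p of 0.05 or less). The effect on the cholesterol synthesis set also differed (camera adjusted p = 8.53e-47), from a shift of -1.24 in replicates 1 and 2 to 1.31 in replicates 3 and 4. These tests use the spread within pairs of libraries, which were closer to each other than to the other pair, so they speak of these cultures. GC content and gene length do not account for the number, since 5501 genes differed with offsets for both. Of the 3 ways to pair the replicate numbers, 1 gave as many genes. Pairing replicate 1 with 3, or 1 with 4, gave 0 genes each. With 3 pairings the share cannot fall under 0.05, so chance is not excluded by that count. Unadjusted, 7230 genes had an interaction p under 0.05. The split of replicates 1 and 2 against replicates 3 and 4, across both groups, called 1152 genes. The labels give no batch, and the design gives no condition that parts the pairs, so no biological explanation was tested. A difference between separate experiments or sequencing runs may underlie it.

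Genes outside those the paper discusses also changed. The oxidative stress response set (NRF2 targets) shifted by 0.68 relative to all tested genes (camera adjusted p = 5.77e-06), with 15 of 17 members higher. It includes Nqo1, with a log2 fold change of 2.16 (edgeR adjusted p = 0.0204, Benjamini-Hochberg). The rise was present in both replicate pairs (larger camera adjusted p = 0.00253) and with offsets for GC content and length (camera adjusted p = 0.000916, within 9.92e-10 to 0.000916 over the alternatives). Of the 8 splits that part all same-numbered pairs, 1, the real one, gave a shift as large, and 8 splits cannot give a share under 0.05. A camera adjusted p of 0.05 or less came from 5 of the 8 splits for this set. Several of the 8 keep most libraries of each group together and so carry part of the real difference. That count therefore cannot show whether the p is too small. A response to oxidized lipids of the ferroptotic cargo is a hypothesis that could not be told apart from a chance split or from sorting by these libraries.

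The neutrophil marker set shifted by -2.73 and the macrophage lineage set by 0.52. They bear on which cells were sorted, and they are weighed with the other observations. The other large rises were Hist2h3c2 (log2 fold change 2.23), Angptl4 (2.22), Gm21860 (2.09) and Ppbp (2.08). All 50-base words of Gm21860 (100%) and 63.5% of those of Hist2h3c2 occur in other genes, so their counts are uncertain, and no biological explanation was tested for these 4 genes.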

How the results depend on the processing

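The number of genes called depended on the processing. Against 1445 genes (534 induced, 911 repressed), DESeq2 called 2406 (876 induced, 1530 repressed), and testing against the fold change threshold called 225 (41 and 184). Library totals in place of TMM gave 300 induced and 1179 repressed genes, so that 20.3% of calls were induced against 37.0%. With the replicate block 2000 genes were called (747 induced, 1253 repressed). Leaving out 1 library gave from 565 to 1440 genes, from 194 to 543 induced and from 371 to 897 repressed across the 8 fits. Chosen after the data were seen, the covariate for the replicate pairs gave 2815 genes (1191 and 1624), DESeq2 filtered for 0.05 gave 2415 (889 and 1526), DESeq2 with the replicate block gave 2860 (1175 and 1685), and the replicate block with GC and length offsets gave 884 induced genes. In the simulated counts DESeq2 also made more calls than edgeR (190 with 48 false, against 102 with 4 false). There the replicate block made fewer calls (79), unlike here, but no difference between replicate numbers was simulated, so the simulation cannot judge the block. The cause of these differences was not tested further. RLE normalization, no filter on low counts, at least 10 counts in every library, GC and length offsets and adjusted p alone stayed within 1.5 times the 1445 genes.

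Of the gene sets on the paper's claims, MHC class II presentation and the NF-kB family kept their direction and an adjusted p of 0.05 or less with the other normalizations and filters, the replicate block, the covariate for the replicate pairs, the offsets and each library left out. The NF-kB family was not tested without the genes the paper names, with a Reactome set or by preranked enrichment of genes with an adjusted p of 0.05 or less. Preranked enrichment over all tested genes gave the NF-kB family a normalized enrichment score of -1.34 (adjusted p = 0.190, against 0.000293 to 0.0115 over the camera alternatives) and the chemokine ligands 1.71 (0.0182, against 0.0173 to 0.795). The Reactome sets, chosen after the data were seen, gave shifts of 0.0375 for MHC class II and 0.00779 for MHC class I. They gave -0.00716 for interferon-stimulated genes (0.64 with the set written by hand). For chemokines and their receptors the Reactome shift was 0.186 (camera adjusted p = 0.696). That for co-stimulation was -0.44, now past the threshold (adjusted p = 0.000310). The shift of T-cell co-stimulation and polarizing cytokines also passed with no filter on low counts (-0.325), with GC and length offsets (-0.336) and with the replicate block and those offsets (-0.445), and its adjusted p ranged from 0.000310 to 0.353 over the alternatives. The shift of MHC class I presentation passed with GC and length offsets (-0.133), also with the replicate block (-0.164), within a range of adjusted p from 0.00744 to 0.795. The shift of inflammatory cytokines, which was near 0, was below 0 with library totals (-0.0525), no filter (-0.0911), at least 10 counts in every library (-0.00981) and without the genes the paper names (-0.14), and the set had a normalized enrichment score of -0.94 in preranked enrichment. For the chemokine receptors the shift was 0.13 while camera gave a downward direction, as did preranked enrichment (-1.19). The cause was not tested.

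Across the fits that each left out 1 library, shifts ranged from 0.31 to 0.73 for chemokine ligands, from -0.13 to 0.38 for chemokine receptors, from -0.57 to -0.23 for co-stimulation, from -0.182 to -0.0273 for MHC class I and from -0.18 to 0.29 for inflammatory cytokines. The shift of T-cell genes that Jurkat cells express reversed to 0.0624 with at least 10 counts in every library, a filter that a fall in BMDC-fer itself decides, so this value does not bear on cargo RNA. That of cholesterol synthesis ranged from -0.0771 to 0.460 when 1 library was left out. The cause was not tested.

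For single named genes, DESeq2 added 6 calls and the replicate block added 3 and removed 2, with no change of direction for the genes of Fig. 4b. With 1 library left out, 78 results of single genes lost their call and 3 gained one, and 255 stayed. Ccr6, Cxcr5 and Ifnb1 are limited by depth, with at most 29 counts in a library for Ccr6 and 24 for Ifnb1. The alternatives for normalized values and for human genes in the table did not apply, since the table holds raw counts of mouse genes.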

Differences from the paper's values

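The paper's number of changed genes is 2586, and 1445 were called here. Of the alternatives set before the data were examined, DESeq2 (2406 genes), the replicate block (2000) and adjusted p alone (1850) came within 1.5 times the paper's number, and the others did not. DESeq2 is the tool the paper's methods name. Of those chosen after seeing the values, DESeq2 filtered for 0.05 gave 2415 genes, the covariate for the replicate pairs 2815, DESeq2 with the replicate block 2860 and the replicate block with GC and length offsets 2088.

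Induced genes were about 980 in the paper's Fig. 4a, read by eye, against 534 here. DESeq2 (876), the replicate block (747) and adjusted p alone (747) came within 1.5 times, and the others set before the data were examined did not. Repressed genes were about 1600 in the paper's Fig. 4a, read by eye, against 911 here. DESeq2 (1530), the replicate block (1253), adjusted p alone (1103) and library totals (1179) came within 1.5 times, and the others set before the data were examined did not. Of the settings chosen after seeing the values, the covariate for the replicate pairs (1191 induced, 1624 repressed), DESeq2 filtered for 0.05 (889 and 1526), DESeq2 with the replicate block (1175 and 1685) and the replicate block with GC and length offsets (884 and 1204) came within 1.5 times for both directions.

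The paper's log2 fold change of Nfkb1 is about -1.2 in Fig. 4b, read by eye, and it was -0.69 here. None of the alternatives set before the data were examined closed the gap. That of Cxcr5 is about -2.3 in the paper's Fig. 4b, read by eye, and it was -1.71 here without the filter on low counts. Library totals (-1.84) and the fits without BMDC replicate 3 (-1.897), without BMDC replicate 4 (-1.80) and without BMDC-fer replicate 3 (-2.10) came within the standard error, and the others set before the data were examined did not. DESeq2 with the replicate block, chosen after seeing the values, gave a log2 fold change of Cxcr5 of -1.80, within the standard error of 0.52.

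The paper reports lower RelB and higher Ccl4 and TNF in BMDC-fer. The direction was the same here, but none of these genes was called (edgeR adjusted p = 0.0792 for Relb, 0.0716 for Ccl4 and 0.197 for Tnf, Benjamini-Hochberg). DESeq2 called Relb (0.0327) and Ccl4 (0.00780), and the replicate block called Tnf (0.00445). Relb was also called without BMDC-fer replicate 1 (0.0350), and for the log2 fold change of Ccl4 the adjusted p was 0.0395 without BMDC-fer replicate 3. Over the alternatives the adjusted p was between 0.00324 and 0.174 for Relb, between 0.000820 and 0.160 for Ccl4 and between 3.61e-16 and 0.403 for Tnf. Fig. 4b also shows Cd209c, Cxcr5, Ccl7 and Gata2, which were not called here. DESeq2 called Cxcr5 (0.0225, within 0.00769 to 0.215 over the alternatives), Ccl7 (0.00641, within 5.14e-05 to 0.181) and Gata2 (0.0331, within 0.0142 to 0.218). The replicate block called Cd209c (0.00631, within 5.59e-15 to 0.371) and Ccl7 (0.0460). Of the settings chosen after seeing the values, the covariate for the replicate pairs called Relb, Ccl4, Tnf, Cd209c, Cxcr5 and Ccl7, and DESeq2 filtered for 0.05 called Relb, Ccl4, Cxcr5, Ccl7 and Gata2. DESeq2 with the replicate block, also chosen after seeing the values, called Relb, Ccl4, Tnf, Cd209c, Ccl7 and Gata2. The replicate block with GC and length offsets, chosen likewise, called Ccl4, Tnf, Cd209c and Ccl7.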

Other observations

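The tests of GC content, of the genes the paper names, and of the splits for induced genes, repressed genes and gene sets were chosen only after the results were seen.

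Of the 35 splits of the 8 libraries into 4 and 4, 8 part all same-numbered pairs. Among these, 1, the real split, gave as many genes called as 1445, and the other 7 gave at most 5 genes. The same was found for the repressed genes (1 of 8) and the induced genes (1 of 8). A share under 0.05 cannot be reached with 8 splits. The 27 splits that part fewer pairs gave up to 1152 genes, the highest being replicates 1 and 2 against replicates 3 and 4. For gene sets, 6 of the 8 splits gave as many sets on the paper's claims an adjusted p of 0.05 or less as the real split did. The number of genes was not explained by GC content and length, with 1434 genes after offsets, and 2088 with offsets and the replicate block. Total counts of the groups overlapped, and replacing TMM by library totals moved the share of induced calls by 16.7 percentage points. The MHC class II set also fell without the genes the paper names (camera adjusted p = 0.0254, within 6.68e-13 to 0.858 over the alternatives).

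BMDC-fer were sorted for cells with cargo, and the paper's text does not say whether untreated BMDC were sorted. A candidate explanation for part of the repressed genes is that cells other than engulfers were present in the control cultures. Markers of B cells, of T, NK and innate lymphoid cells, and of mast cells and basophils, taken as 1 set of 18 genes, fell by 1.36 relative to all tested genes (camera adjusted p = 0.000350), although B-cell markers alone did not pass (0.216). Neutrophil markers shifted by -2.73 (camera adjusted p = 5.77e-06), with 14 of 15 lower, and were not part of that test. Another is that sorting favoured macrophage-like over dendritic-cell-like engulfers. Macrophage lineage markers shifted by 0.52 (camera adjusted p = 3.65e-05) and dendritic cell lineage markers by -1.39 (1.70e-08). Markers of CCR7-positive mature dendritic cells shifted by -1.21 (1.01e-23), with 0 of 26 higher. Of the 26 macrophage markers, 24 were higher, with 4 called higher. The 1 called lower was Adgre1 (log2 fold change -0.81, edgeR adjusted p = 0.0119, Benjamini-Hochberg). In the dendritic cell lineage set 20 of 21 were lower, and Clec9a rose (0.99, not called). The real split gave the largest shift of the 8 splits for the neutrophil set and each of these 3 sets. A camera adjusted p of 0.05 or less came from 5 of the 8 splits for each of them. Several of the 8 splits keep most libraries of each group together and so carry part of the real difference. That count therefore cannot show whether these p-values are too small. Both explanations remain, and these libraries cannot tell a change in the sorted cells from a change in which cells were sorted. The same limit holds for Ccr7, Cd86 and the MHC class II set.

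Human RNA of the Jurkat cargo counted on mouse genes would raise T-cell genes that Jurkat cells express in BMDC-fer. They shifted by -2.48, with 3 of 11 higher. The set shares genes with the T, NK and innate lymphoid cell markers, so a loss of such cells by sorting could hide cargo RNA, and its presence is not excluded.

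Among called genes with a mean count of at least 100 and no overlap between groups, the 5 largest falls were those of Htr7 (log2 fold change -4.04), Grasp (-4.01), Slc4a8 (-3.90), Ngp (-3.90) and Ccl5 (-3.86), with edgeR adjusted p from 0.00225 for Slc4a8 to 0.0451 for Ngp (Benjamini-Hochberg). Ngp belongs to the neutrophil set. Interferon-stimulated genes shifted by 0.64 relative to all tested genes, with 24 of 27 higher (camera adjusted p = 0.0902, and 7.52e-05 with the replicate block, within 7.52e-05 to 0.784 over the alternatives). Their shift was 0.75 in replicates 1 and 2 and 0.24 in replicates 3 and 4. With 1 library left out, it ranged from 0.148 to 0.996. Of the 8 splits that part all same-numbered pairs, 2 gave a shift as large.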
